# DNA methylation contributes to plant acclimation to naturally fluctuating light

**DOI:** 10.1111/nph.70567

**Published:** 2025-09-20

**Authors:** Robyn A. Emmerson, Philip Davey, Mouesanao Kandjoze, Ulrike Bechtold, Nicolae Radu Zabet, Tracy Lawson

**Keywords:** *Arabidopsis thaliana*, DNA methylation, environment, epigenetics, fluctuating light, RNA‐seq, transposable elements

## Abstract

- Plants in the natural environment experience continuous dynamic changes in light intensity. Here, we exposed *Arabidopsis thaliana* plants to naturally fluctuating light (FL) regimes alongside traditional square light (SQ) regimes such as those often found in control environment growth chambers.
- The physiological response was highly consistent across experiments in sibling plants, indicating the possibility of an epigenetic mechanism, leading us to investigate differences in DNA methylation.
- Our results identified a large number of changes in DNA methylation patterns between FL‐acclimated plants and SQ‐acclimated plants, demonstrating that natural fluctuations in light impact plant epigenetic mechanisms. Most importantly, there are more differences in DNA methylation patterns between different light pattern regimes than between different light intensities. These differences in DNA methylation were accompanied by significant changes in gene expression, some of which correlated with altered DNA methylation. One of these genes, MCCA, was found to significantly impact photosynthetic efficiency when knocked out. Thousands of transposable element (TE) copies were differentially methylated between light regimes. Interestingly, up to 30% of these TEs are linked to nearby differentially expressed genes.
- Our data suggest DNA methylation plays a role in acclimation to natural light, which may directly regulate gene expression and impact TE activation.

## Introduction

In natural environments, plants are continually exposed to changing environmental conditions, including rapidly altering light intensity due to weather and shading from overlapping leaves, as well as diurnal and seasonal effects (Botta *et al*., 2000; Berry & Smith, 2012; Masson *et al*., 2013). Light is crucial for photosynthesis, and variations in its quantity, quality, and timing significantly impact plant growth, development, and productivity (Kami *et al*., 2010; Zhang *et al*., 2011; Bayat *et al*., 2018). To manage these potentially stressful fluctuations, plants undergo acclimation, a process involving alterations in molecular physiology. Although numerous studies have examined the impact of light intensity, the mechanisms for acclimation to dynamic irradiance have received limited attention to date.

Acclimatory responses have been correlated with epigenetic changes as both a response to the stress (Grativol *et al*., 2012; Sahu *et al*., 2013; Crisp *et al*., 2016; Thiebaut *et al*., 2019) and a priming effect (Hilker & Schmülling, 2019; Godwin & Farrona, 2020). The dynamic nature of DNA methylation and its potential to control gene expression has previously been studied in plant stress responses and acclimation (Liu & He, 2020; Saeed *et al*., 2022) as it represents a fast and changeable mechanism by which plants can respond to their environments.

Nevertheless, there is currently limited evidence for the role of DNA methylation in light stress responses and acclimation. Short‐term light stress, with a small number of fluctuations in light, has been reported to have limited effects on DNA methylation (Ganguly *et al*., 2018). However, production of reactive oxygen species (ROS), including hydrogen peroxide (H_2_O_2_), as a response to high light has been linked to alterations to the methylome. In tobacco mutants, which overproduce H_2_O_2_, loss of DNA methylation was observed in comparison with the control plants (Villagómez‐Aranda *et al*., 2021), suggesting overproduction of H_2_O_2_ correlates with loss of methylation.

More generally, ROS have been implicated in epigenetic reprogramming. For example, MutS Homologue 1 (MSH1) present in sensory chloroplasts has been implicated in alterations to DNA methylation. Knockout of MSH1 results in genome‐wide reprogramming of DNA methylation (Virdi *et al*., 2015), further suggesting a role for chloroplast signalling in epigenetic change. Combined with knowledge that high‐light stress results in ROS production (Edreva, 2005; Pospíšil, 2016), this indicates that light environments can impact the plant methylome. There is also evidence that small RNAs (sRNAs) are induced in response to high light in *Arabidopsis* and impact gene expression (Tiwari *et al*., 2021). Since 24‐nt sRNAs are capable of guiding DNA methylation via the RNA‐directed DNA methylation (RdDM) pathway (Lewsey *et al*., 2016), this suggests another possible mechanism by which the light environment can impact DNA methylation.

Although these studies investigate excess light stress or peaks and troughs in light, none are reflective of environmental light regimes in which the fluctuating frequency is much greater. Our previous work showed that the physiology of *Arabidopsis* is impacted by a naturally fluctuating light (FL) regime (Vialet‐Chabrand *et al*., 2017; Matthews *et al*., 2018). Here, we have utilized naturally FL regimes (Vialet‐Chabrand *et al*., 2017) to assess the impact of acclimation on DNA methylation and gene expression in *Arabidopsis thaliana* (Fig. 1). Our results showed large differences in DNA methylation patterns of plants exposed to FL regimes compared with plants exposed to square wave light. In particular, we found hundreds of differentially methylated regions (DMRs) in CpG and non‐CpG context, and these regions consist of both genes and transposable elements (TEs). Furthermore, we linked these epigenetic changes to changes in transcription that were able to explain the observed phenotypes.

**Fig. 1:**
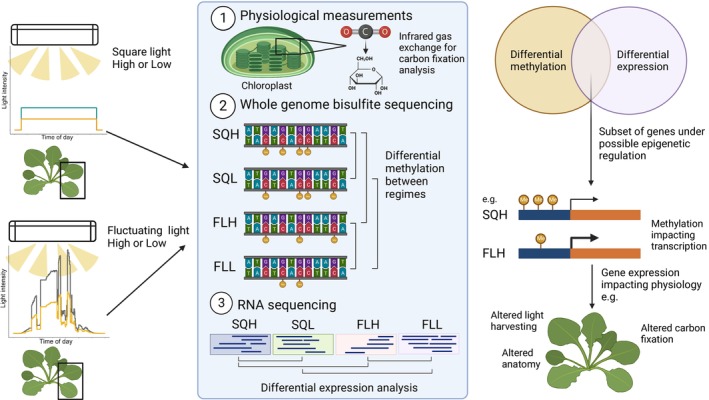
Schematic representation of the experimental design used in this study. *Arabidopsis thaliana* (Col‐0) were exposed to one of four light regimes, two representing laboratory light conditions of high and low intensity (square light high and square light low), and two representing natural light conditions (fluctuating light high and fluctuating light low). These were then subjected to physiological assessment, followed by DNA methylation (WGBS‐seq) and transcriptome (RNA‐seq) analysis to determine whether the light regime impacted the epigenetic landscape, and whether there was a correlation between DNA methylation and gene expression that could be associated with the altered physiology. This figure was created in BioRender (BioRender.com/cgni940).

## Materials and Methods

### Experimental model and growth conditions

*Arabidopsis thaliana* (L.) Heynh. Col‐0 background or *mcca* (SALK_137966C) were collected from a single parent, reducing the likelihood of genetic differences, and germinated in 5‐cm^2^ pots on a peat‐based compost (Levingtons F2S, Everris, Ipswich, UK), and placed in a controlled growth environment at 65% relative humidity, 8 h : 16 h, 22°C, light : dark cycle, CO_2_ concentration 400 μmol mol^−1^. At 14 d, the seedlings were transplanted to individual 5‐cm^3^ pots containing the same soil as described previously and returned to the controlled environment.

At the 4‐leaf stage, plants were removed from the controlled environment and placed under Heliospectra LED light source (Heliospectra, Göteborg, Sweden) programmed to each light regime (Supporting Information Fig. S1) in a dark room maintained at 21°C : 16°C day : night, 50% relative humidity. Average light intensity for high‐light conditions was 460 and 230 μmol m^−2^ s^−1^ for low‐light conditions on a 12 h : 12 h, day : night cycle. Plants were kept in well‐watered conditions, with their position under the light source randomized every 3 d to remove any potential heterogeneity in spectral quantity and quality. Light regimes are available in Table S1.

### Physiological measurements

After 20‐d acclimating to the light regimes, plants were subjected to infrared gas exchange analysis. The newest fully expanded leaf was placed in the measuring cuvette of a LiCor 6800 and photosynthesis assessed as a function of internal carbon dioxide concentration (*C*_i_) and as a function of light intensity.

Chl fluorescence assessment of *met1‐1* mutants was carried out using a CFImaging system (Technologica Ltd, Colchester, UK). After 7 d of acclimation, four plants (one from each group) were analysed at a time and exposed to a light–response curve protocol of decreasing light steps starting at 1500 μmol m^−2^ s^−1^.

### DNA extraction – CTAB method

The three newest fully expanded leaves were harvested between 12 pm and 12:30 pm (Zeitgeber time 5–5.5) on Days 18–21 of vegetative growth and flash‐frozen (*n* = 6) in the following order: square light high (SQH), square light low (SQL), fluctuating light high (FLH), and fluctuating light low (FLL). To minimize the effect of the time of sampling on the results, all tissues were harvested within only a few minutes of each other. A modified version of the cetyltrimethylammonium bromide (CTAB extraction protocol described by Porebski *et al*. (1997) was utilized.

### Whole genome bisulfite sequencing

Five microliters of genomic DNA from multiple samples per regime (*n* = 6 plants/regime) was pooled together (total volume 30 μl) to form a single sample. Library preparation and sequencing were carried out by Novogene.

DMRs were computed with DMRcaller (Catoni *et al*., 2018) using the bins method, with a bin size of 150 base pairs as done previously (Hansen *et al*., 2012; Catoni *et al*., 2017). A *P*‐value threshold of 0.01 for all contexts was used, alongside a minimum cytosine count of 4, a minimum proportion difference of 0.2 for CpG and CpHpG, and 0.1 for CpHpH, and a minimum reads per cytosine of 4, allowing bins with few cytosine bases to be avoided (Stroud *et al*., 2013). Statistics for preprocessing of whole‐genome bisulfite sequencing (WGBS) datasets are included in Table S2.

For assessing the chromatin state of differentially methylated TEs, data on chromatin states were taken from Jamge *et al*. (2023) and overlapped with our data using findOverlaps from the R package GenomicRanges (Lawrence *et al*., 2013).

### RNA extraction and sequencing

The RNA from three independent replicates (100 mg per replicate) per regime was extracted using the Macherey‐Nagel Mini kit for RNA purification (Macherey‐Nagel, Allentown, PA, USA). Sample purity was assessed using the NanoDrop ND‐1000 Spectrophotometer (NanoDrop; ThermoFischer, Wilmington, DE, USA). Library preparation (poly‐A) and sequencing were carried out by Novogene. Sequencing was performed on the Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA), utilizing a paired end 150‐bp read length, with 6‐Gb raw data generated per sample.

Raw data files were aligned to TAIR10 (Howe *et al*., 2019) using Hisat2 (Kim *et al*., 2019), and DESeq2 (Love *et al*., 2014) was used to detect differentially expressed genes (DEGs) (*P*‐adjusted value ≤ 0.05, log_2_FC ≥ 0.5). Statistics for preprocessing of RNA‐seq datasets are included in Table S3.

For assessment of diurnal expression patterns, our data were overlapped with count files from Redmond *et al*. (2025) using findOverlaps.

## Results

### Growth light regime impacts DNA methylation

To investigate the impact of the growth light regime on DNA methylation, plants were acclimated to SQ and FL regimes for 21 d. In both cases, we considered high and low light, which resulted in four conditions: SQH, SQL, FLH, and FLL (Fig. 1). SQ refers to regimes in which the light comes on at one light level and maintains this until the end of the day, when the light is turned off; the light is either off or on with no variance in the light intensity throughout the day. For the FL regimes, light mimics a natural pattern, with gradual increases in intensity at dawn and dusk and peaks and troughs in light intensity throughout the day, peaking at the middle of the day cycle. Importantly, each pair of SQ and FL regimes provides the same amount of light over the 12‐h period; it is only the way in which it is provided that differs. Additionally, the FLL regime was created by halving the FLH regime, allowing a lower light level to be provided while still mimicking a natural regime.

The plants were then subjected to physiological assessment (Fig. S1) to ensure a consistent phenotype with previous data (Vialet‐Chabrand *et al*., 2017). In short, plants acclimated to SQ demonstrated a significantly higher level (*P* < 0.05) of carbon fixation as a function of changing internal carbon dioxide than FL‐acclimated plants, with plants under lower light demonstrating significantly lower levels than their high‐light counterpart. However, under increasing light levels, FLH plants show a significantly higher (*P* < 0.05) level of assimilation than all other conditions at light levels above 250 μmol m^−2^ s^−1^. Plants acclimated to lower light intensities again demonstrated lower levels of assimilation, while FLL plants were significantly lower (*P* < 0.05) than SQL plants. This suggests that light acclimation impacts the biochemical and operational responses differently depending on growth light regime, with possible lower biochemical efficiency seen in plants acclimated to FL than those under SQ.

DNA from six independent replicates from each regime was pooled to form a single sample per regime. 

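Whole-genome bisulfite sequencing (WGBS) turns unmethylated cytosines into uracil, so that a cytosine still read as cytosine is counted as methylated. Leaves of 6 Col-0 plants per regime gave 1 library each for SQH and FLH, at a mean light level of 460 μmol per square metre per second, and for SQL and FLL, at 230. The paper gives 21 d of acclimation and the sample labels give 22 d. With 1 library per regime there was no replicate check of any difference, and a test on reads compares 2 libraries, not 2 growth conditions. The authors aligned the reads with Bismark, removed duplicates, and called DMRs with DMRcaller in 150 bp bins, with a P-value threshold of 0.01, at least 4 cytosines, at least 4 reads per cytosine and a minimum proportion difference of 0.2 in CpG and CpHpG or 0.1 in CpHpH. Table S2 of the paper lists 17702655 sequences after deduplication for SQH, 17350967 for SQL, 17085767 for FLH and 18374724 for FLL. The values used here are the methylated and total reads that the authors summed over the cytosines of each called region, without normalization between libraries. At the CpG DMRs the median depth was 8.0 reads per cytosine in SQH, 9.62 in SQL, 8.5 in FLH and 9.75 in FLL, and at the CpHpH DMRs 6.88, 7.86, 8.06 and 8.21. Regions outside the DMRs were not analysed here. The SQH vs SQL table has 5017 lines for 3501 regions, because 1354 regions are listed more than once, once for each annotated feature, whereas the other 3 tables list each region once. A region was therefore counted once. In SQH vs SQL the smallest CpG difference is 0.402, whereas it is 0.2 in the other 3 comparisons, and 4.57% of its regions name neither a gene nor a TE, against 15.3% in FLH vs FLL, 15.9% in SQH vs FLH and 15.6% in SQL vs FLL. The larger minimum lowers its number of CpG DMRs relative to the other comparisons. Every line of the SQH vs SQL table has a feature class (TE, exon, intron, promoter or untranslated region), and none is intergenic. Whether regions of no such class were called and then left out was not tested. Coordinates are those of the authors. The number of cytosines they list per region was the same as in the TAIR10 sequence for 24804 of 24805 nuclear regions. Confidence intervals are 95% Wilson intervals and cover counting error only.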

Note that it has been shown previously that a single replicate can recover *c*. 86% of DMRs compared with experiments using multiple biological replicates (Catoni *et al*., 2018). Our results showed that there is some change in the global methylation profiles between the four growth conditions, particularly within the centromeric and pericentromeric regions (Figs 2a, S2), although little variation is noted in the chromosome arms in which coding genes are located. Together, this indicates that light acclimation is likely not resulting in global changes in the epigenetic machinery, but instead may be impacting DNA methylation at specific regions in the genome.

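The bins called in any context covered 0.467% of the nuclear genome in SQH vs SQL, 0.811% in FLH vs FLL, 0.841% in SQH vs FLH and 1.11% in SQL vs FLL. Pericentromeric windows were defined from gene density, as the 500 kb windows around each centromere with fewer than 0.5 times the median number of protein-coding genes per window, and made up 14.3% of the genome. On chromosome 1 they reached from 13000001 to 17000000. They held 24.9% of the DMRs in SQH vs SQL (95% interval 23.4 to 26.3), 30.2% in FLH vs FLL (29.1 to 31.4), 32.3% in SQH vs FLH (31.2 to 33.5) and 29.8% in SQL vs FLL (28.8 to 30.8). CpHpG DMRs were the most pericentromeric, at 50.9% to 57.0% in the 4 comparisons, followed by CpG DMRs at 33.6% to 41.7% in 3 comparisons and 19 of 76 in SQH vs SQL, and by CpHpH DMRs at 17.7% to 18.2%. With fewer than 0.25 times that median, the windows made up 8.81% of the genome and held 7.12% to 8.21% of the CpHpH DMRs, which is under their share of the genome, although the intervals of FLH vs FLL (7.3 to 9.23) and SQL vs FLL (7.3 to 9.1) include that share.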

**Fig. 2:**
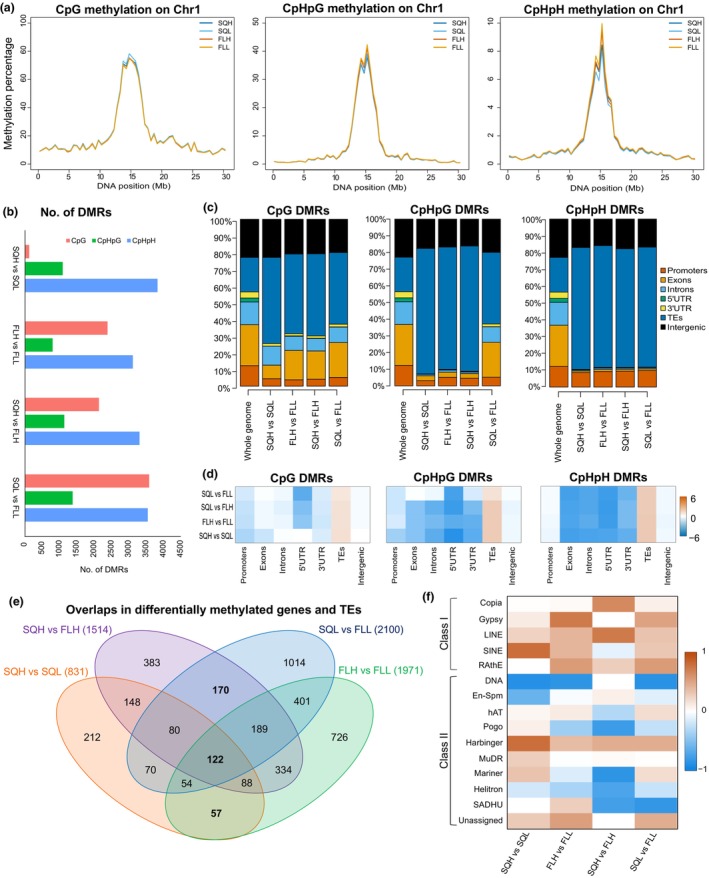
The effects of light regime on DNA methylation in *Arabidopsis thaliana*. (a) Low‐resolution profiles of DNA methylation in the four light conditions. We considered separately CpG, CpHpG, and CpHpH (where H is A, C, or T) methylation patterns and only plot methylation data on Chromosome 1. (b) Number of differentially methylated regions (DMRs) between the different conditions. (c) Annotation of the DMRs to different genomic features (promoters, exons, introns, 5′ untranslated regions (UTRs), 3′UTRs, transposable elements (TEs), and intergenic regions), and (d) enrichment computed as log_2_(observed/expected) for the genomic features. (e) Venn diagram of the overlaps of the genes and TEs that display differential methylation between the four light regimes. (f) TEs subfamilies and evaluation of the change in DNA methylation. TEs that gain methylation (1) are marked by red and TEs that lose methylation (−1) are marked by blue, calculated as log_2_[observed]/[expected] DMRs. SQH, SQL – square light regime of high or low intensity, respectively. FLH, FLL – fluctuating light regime of high or low intensity, respectively.

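SQH vs SQL had 76 DMRs in CpG, 645 in CpHpG and 2780 in CpHpH. FLH vs FLL had 2374, 793 and 3105 in the same order of contexts, SQH vs FLH had 2130, 1129 and 3295, and SQL vs FLL had 3574, 1373 and 3532. In total this gave 3501, 6272, 6554 and 8479 regions. When every line of the SQH vs SQL table was counted, that comparison had 119 CpG, 1084 CpHpG and 3814 CpHpH entries, and the other 3 comparisons were unchanged. Of the filters on the DMRs, a minimum of 8 reads per cytosine in both regimes left the fewest in total, 739, 2545, 1744 and 3899 in the same order of comparisons. At a common CpG minimum difference of 0.4, CpG DMRs numbered 76 in SQH vs SQL, 77 in FLH vs FLL, 94 in SQH vs FLH and 137 in SQL vs FLL. A two-sided Fisher's exact test on the summed reads of the 2 libraries gave a p under 0.01 for 99.43% of the DMRs of SQH vs SQL, 99.46% of FLH vs FLL, 99.51% of SQH vs FLH and 99.61% of SQL vs FLL. Its order across regions followed the P-values of the authors' deposited tables, with a Spearman's rho of 0.988 to 0.991 across regions, which are not independent replicates. The regions were called from the same reads, so this test is no separate check of them. A read that covers several cytosines is summed several times. When the mean number of reads per cytosine was taken as the number of independent observations of a region, 2 DMRs of SQH vs SQL, 7 of FLH vs FLL, 1 of SQH vs FLH and 14 of SQL vs FLL had a p under 0.01. At the median of 6.88 to 9.75 reads per cytosine such a p needs a very large difference, and no CpHpH difference exceeded 0.434. These low numbers were thus mostly fixed by the setting. The mean depth is also a lower limit of the number of reads over a region.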

Next, we computed the DMRs between SQ and FL regimes and identified between 119 and 3574 DMRs in CpG, 793 and 1373 DMRs in CpHpG, and 3105 and 3814 DMRs in CpHpH contexts (Figs 2b, S3; Table S4). This is markedly higher than previous reports in which plants were acclimated for 7–8 d (Ganguly *et al*., 2018), which indicates that the level of epigenetic changes might be impacted by the duration of the acclimation to the FL regime. Interestingly, we found that more epigenetic changes are observed between SQ and FL regimes than between low and high light. This suggests that plants display a stronger acclimation when changing the light frequency/pattern than to changes in the amplitude of the light. Some of these regions gain DNA methylation, while others lose it, but there is no clear trend for that in the four comparisons we performed (Fig. S3).

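The comparisons of light pattern (SQH vs FLH and SQL vs FLL) together had 15033 DMRs and those of light intensity (SQH vs SQL and FLH vs FLL) 9773, a ratio of 1.54 (95% interval 1.5 to 1.58 over the split of DMRs). The ratio was 2.33 in CpG (2.22 to 2.44), 1.74 in CpHpG (1.63 to 1.86) and 1.16 in CpHpH (1.12 to 1.20). The 4 libraries can be paired into comparisons in only 3 ways, too few for a test of the ratio. The comparisons that include FLL had 1.47 times the DMRs of those that include SQH, and the comparisons that include SQL had 0.934 times those that include FLH. In CpG the pairing by FLL and SQH had the larger ratio, 2.7 (2.57 to 2.83), against 2.33 for pattern to intensity. It was 2.77 against 2.24 at a P-value of at most 0.001 and 4.14 against 2.39 at 8 reads per cytosine, but 1.26 against 1.51 at a common CpG minimum difference of 0.4. Over all contexts the ratio of pattern to intensity at that minimum was 1.28 (1.24 to 1.32). Among regions with at least 8 reads per cytosine in both regimes it was 1.72, but the comparisons with FLL then had 2.60 times the DMRs of those with SQH. When every line of the SQH vs SQL table was counted, the CpHpH ratio was 0.987 (0.954 to 1.02). From the larger number of DMRs between SQ and FL regimes than between high and low light, the paper proposes that plants acclimate more strongly to a change in the pattern of light than in its amplitude.

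**Figure D1:**
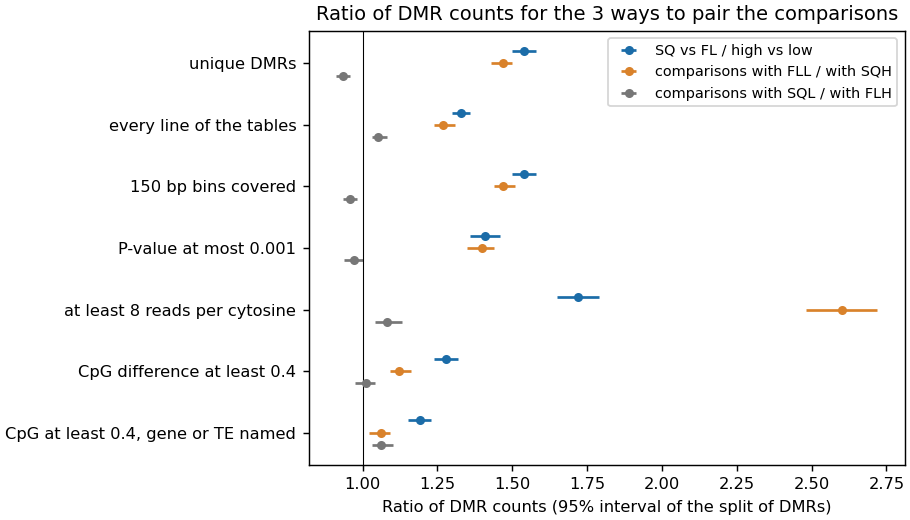
Ratio of DMR counts (horizontal axis, no unit) for the 3 ways to pair the 4 comparisons, under 7 ways of counting DMRs (vertical axis). Points are ratios and bars 95% intervals over the split of DMRs. The pattern to intensity ratio lies between 1.19 and 1.72, and the pairing by FLL and SQH exceeds it at 8 reads per cytosine, with 2.60.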

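Gains were counted as higher methylation in the second regime of a comparison. Over all contexts, 1373 DMRs gained and 2128 lost methylation in SQH vs SQL (39.2% gains), 3744 gained and 2528 lost in FLH vs FLL (59.7%), 3263 gained and 3291 lost in SQH vs FLH (49.8%), and 4526 gained and 3953 lost in SQL vs FLL (53.4%). The share of gains depended on the context. In CpHpG, gains made up 78.6% of the DMRs of SQH vs FLH (95% interval 76.1 to 80.9) and 82.8% of SQL vs FLL (80.7 to 84.7). In CpG they made up 42.4% (40.3 to 44.5) and 22.4% (21.0 to 23.8), and in CpHpH 44.7% (43.0 to 46.4) and 73.3% (71.8 to 74.7). In the intensity comparisons, CpG gains made up 80.3% of SQH vs SQL (70.0 to 87.7, 76 DMRs) and 51.3% of FLH vs FLL (49.3 to 53.3). CpHpG gains made up 54.1% and 62.2% of these comparisons, and CpHpH gains 34.6% and 65.5%. The 2 pattern comparisons differed by 28.6 percentage points in CpHpH (two-sided Fisher's exact test, p = 2.0e-129, 1.6e-128 after Benjamini-Hochberg adjustment over 8 tests) and, in CpG, the share of gains fell by 20.0 points from SQH vs FLH to SQL vs FLL (adjusted p = 4.4e-56). The difference in CpHpG was 4.25 points (adjusted p = 0.0079 from the same exact test). Among DMRs with a P-value of at most 0.001 in the authors' deposited tables, the CpHpG share instead fell by 0.231 points. These tests count regions of 1 library per regime.

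**Figure D2:**
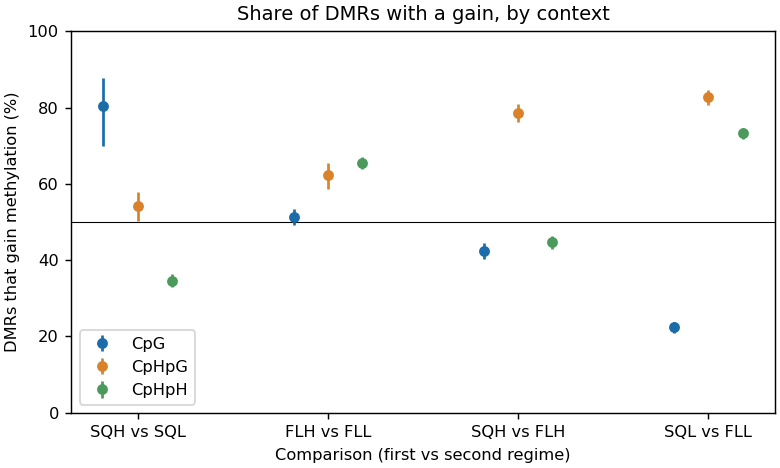
Share of DMRs that gain methylation (vertical axis, percent) in each comparison (horizontal axis), by sequence context. Points are shares and bars 95% Wilson intervals. CpHpG lies above 50% in all 4 comparisons, whereas CpG runs from 80.3% in SQH vs SQL to 22.4% in SQL vs FLL.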

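Each DMR was assigned by its midpoint to 1 class of the TAIR10 gene annotation, which holds no TE class. Intergenic sequence, here outside genes and outside the 1 kb upstream of protein-coding genes, held 51.0% to 52.6% of the CpHpH DMRs, 28.8% to 34.8% of the CpHpG DMRs and 28.3% to 31.9% of the CpG DMRs in the 4 comparisons. Exons of loci without a coding sequence held 46.2% to 52.9% of the CpHpG DMRs. Coding exons held 9 of 76 CpG DMRs in SQH vs SQL (11.8%) and 895 of 3573 nuclear CpG DMRs in SQL vs FLL, but 3.81% to 5.27% of the CpHpG and 1.64% to 1.98% of the CpHpH DMRs.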

Functional annotation of these DMRs indicates that acclimation could be linked to epigenetic changes in TEs and intergenic regions (Fig. 2c,d). In some specific cases, we also found a high number of DMRs in introns and promoters. These, together with intergenic regions, are potential regulatory regions, indicating they are involved in gene regulation. 

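Promoters, taken as the 1 kb upstream of a protein-coding gene, held 25.6% to 27.9% of the CpHpH DMRs, against 13.3% of the 150 bp bins with at least 4 CpHpH cytosines. Among the CpHpH DMRs outside TEs the promoter share was 52.6% in SQH vs SQL (95% interval 46.8 to 58.3, 287 DMRs) and 35.1% to 36.2% in the other 3 comparisons. Intergenic sequence held 18 of 287 of these DMRs in SQH vs SQL, but 268 of 692, 326 of 777 and 334 of 820 in the others. Its smaller share in SQH vs SQL raises those of the other classes, so the higher promoter share there is no sign of a promoter excess. Introns, with gene bodies that have no exon in the annotation, held 18.4% of the CpG DMRs of SQH vs SQL (11.3 to 28.6), which includes the background share of 14.0%. Outside TEs, introns held 13 of 25 CpG DMRs in SQH vs SQL (52.0%, 33.5 to 70.0) and 18.8% to 20.4% of the CpG DMRs of the other 3 comparisons. Intergenic sequence held 8.0% of these CpG DMRs in SQH vs SQL and 16.2% to 20.6% in the others. How much this adds to the intron share was not tested.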

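The authors' annotation placed 3116 of 3501 DMRs in a TE in SQH vs SQL (89.0%, 95% interval 87.9 to 90.0), 4225 of 6272 in FLH vs FLL (67.4%, 66.2 to 68.5), 4523 of 6554 in SQH vs FLH (69.0%, 67.9 to 70.1) and 5417 of 8479 in SQL vs FLL (63.9%, 62.9 to 64.9). In CpHpG and CpHpH the share was between 76.3% and 89.7% in every comparison. In CpG it was 67.1% in SQH vs SQL (55.9 to 76.6), 50.8% in FLH vs FLL (48.8 to 52.9), 52.6% in SQH vs FLH (50.5 to 54.7) and 46.1% in SQL vs FLL (44.4 to 47.7), so that most CpG DMRs of SQL vs FLL were outside TEs. With a minimum of 8 reads per cytosine the CpG share was 47.6%, 37.0%, 36.0% and 34.5% in the same order of comparisons. Most CpG DMRs of FLH vs FLL and SQH vs FLH were then outside TEs as well. Over all contexts the share was 86.6%, 55.7%, 54.2% and 51.1% at that minimum. It moved most with a common CpG minimum difference of 0.4 and a gene or TE name required, a setting chosen after seeing the data, to 93.3%, 91.7%, 91.8% and 91.6%.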

TEs accounted for most DMRs across all contexts, indicating that the epigenetic state of TEs could contribute during acclimation to all growth light regimes. 

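As background, the 150 bp bins of the genome with at least 4 cytosines of the context were used, 598811 bins in CpG, 625705 in CpHpG and 793111 in CpHpH. The coverage of bins that were not called is not analysed here, so the background includes bins that too few reads may have kept from being called. Positions of TEs that hold no DMR were not used here, and the enrichment of TEs themselves was not computed. Over all DMRs, those in TEs included, intergenic sequence had a log2 of observed over expected of 0.47 to 0.64 in CpG, 0.75 to 1.03 in CpHpG and 1.18 to 1.22 in CpHpH. Exons of loci without a coding sequence had 1.09 to 1.42 in CpG and 2.08 to 2.27 in CpHpG, and promoters 0.95 to 1.07 in CpHpH. Coding exons were below the background in every comparison and context, with values from -1.48 to -0.40 in CpG, -3.18 to -2.71 in CpHpG and -4.11 to -3.84 in CpHpH. This background keeps the bins in TEs, so DMRs outside TEs were not set against it. Of the DMRs outside TEs, intergenic sequence held 16.2% to 20.6% in CpG and 32.4% to 38.5% in CpHpG in 3 comparisons, and 268 of 692, 326 of 777 and 334 of 820 in CpHpH. In SQH vs SQL it held 2 of 25, 2 of 73 and 18 of 287 in the 3 contexts.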

Most importantly, and as expected, if we consider all three methylation contexts, DMRs are only enriched at TEs; that is, there are more DMRs within TEs than expected by chance (note the positive values for log_2_[observed/expected] in Fig. 2d).

Together, our data suggest that DNA methylation profiles changed in response to different growth light regimes, with differences between the light frequency resulting in a higher number of DMRs compared with differences in light intensity.

### Exposure to fluctuating light regimes leads to hypermethylation of transposable elements

Next, we investigated whether there are common changes in DNA methylation at genes and TEs occurring between the four different light regimes (Fig. 2e). Our results showed that most of the DMRs within genes or TEs were unique to the light regime, suggesting that there is a distinct epigenetic change associated with acclimation to the growth light regimes. 

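The gene column of the tables named 5110 loci in at least 1 comparison, and 2984 of them (58.4%) in a single comparison. Comparisons that include the same library share its chance deviations, so their overlap exceeds that of independent comparisons. For the 150 bp bins called in the same context, SQH vs SQL and SQH vs FLH, which share the SQH library, had 28.6% of the smaller list in common, against 11.3% when reads were drawn with 1 common methylation level for the 3 libraries at the observed depths. The overlap was 26.2% against 8.16% for the comparisons that share SQL, 21.3% against 10.4% for FLH, and 29.0% against 8.2% for FLL. These depths count a read once for each cytosine it covers. The drawn shares may therefore understate the overlap that a common library alone would give.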

The highest number of unique DMRs was noted in SQL vs FLL, suggesting a greater degree of regulation may be required under fluctuating low‐light conditions. 

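SQL vs FLL named 1416 loci found in no other comparison, SQH vs FLH 779, FLH vs FLL 621 and SQH vs SQL 168. SQL vs FLL also named the most loci in total, 2978, against 2155 in SQH vs FLH, 2121 in FLH vs FLL and 914 in SQH vs SQL.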

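Over all contexts, 189 loci of the gene column were named in all 4 comparisons. The loci the paper lists in Table S5, 122 in number, were all among them, and 67 others were not in that table. The set depended on the setting. It held 745 features with the TE column added to the gene column, 133 at a common CpG minimum of 0.4, 9 at 8 reads per cytosine, and 1 when the DMRs had to overlap in the same context with the same direction. That last number was nearly fixed beforehand, because some comparisons share SQL or FLH with opposite sign. Such pairs of comparisons changed in the same direction at only 3.24% (SQL) and 3.0% (FLH) of their common bins. At the level of bins, 145 bins were called in the same context in all 4 comparisons, 138 of them in CpHpH, 6 in CpG and 1 in CpHpG.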

One hundred and twenty‐two genes and TEs (called light constitutive features) were differentially methylated across all regimes, indicating that these may be essential to growth light acclimation, regardless of the actual light regime (Fig. 2e; Table S5). Furthermore, 170 differentially methylated genes and TEs (called light frequency features) were shared between SQHvFLH and SQLvFLL independent of the light intensity and were not identified between SQHvSQL and FLHvFLL. 

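In the gene column, 262 loci were named in both SQH vs FLH and SQL vs FLL and in neither intensity comparison, and 45 loci when their DMRs also had to overlap with the same context and direction. These comparisons have no library in common. With the annotated genes that the DMRs overlap, whatever the other comparisons, they shared 952 genes, against a mean of 555 (520 to 591 in 95% of shifts) when clusters of DMRs were moved at random by 20 to 200 kb, and 793 bins in the same context, against 46.2 (34 to 60). None of the 1000 shifts gave as many. The shifts were not limited to bins that could have been called, so chance calls among such bins could also exceed them. Of the 793 shared bins, 400 changed in the same direction in both comparisons (50.4%, 95% interval 47.0 to 53.9, two-sided exact binomial test against 50%, p = 0.83). By the same exact test, directions were the same at 33 of 38 CpHpG bins (86.8%, p = 4.3e-06), 314 of 605 CpHpH bins (51.9%, p = 0.37) and 53 of 150 CpG bins (35.3%, p = 4.1e-04). Neighbouring bins are not independent. When bins within 1 kb were joined into clusters, 52 CpG clusters mostly changed in the same and 92 in opposite directions (exact sign test, p = 0.0011). Independent directions with the gain shares of each comparison at the shared bins would give 83.2% in CpHpG, 49.0% in CpHpH and 52.6% in CpG. At these bins gains made up 89.5% and 92.1% in CpHpG, above the 78.6% and 82.8% among all CpHpG DMRs. No expected value was computed from the shares among all DMRs. The overall share was 53.8% at a common CpG minimum of 0.4 and 45.8% at 8 reads per cytosine.

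**Figure D3:**
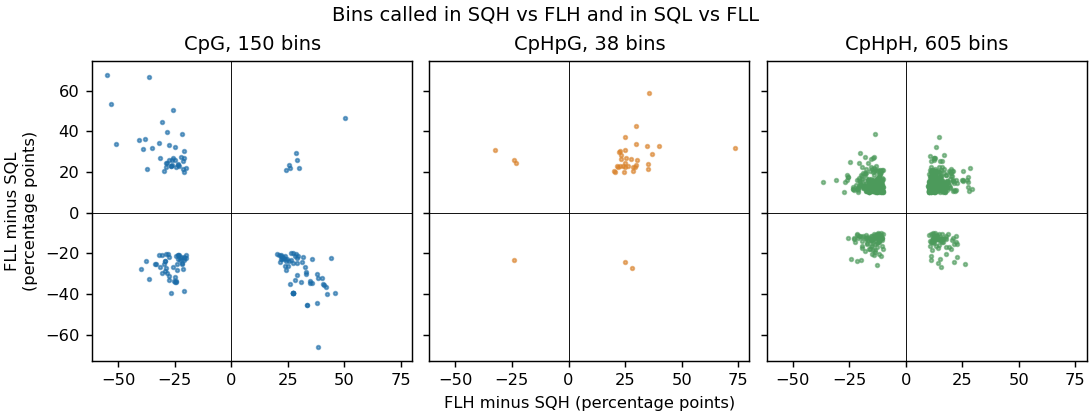
Difference in methylation at each 150 bp bin called in both pattern comparisons, FLH minus SQH (horizontal axis) against FLL minus SQL (vertical axis), in percentage points, by context. Each point is a bin. Points at the upper right and the lower left change in the same direction, 53 of 150 in CpG, 33 of 38 in CpHpG and 314 of 605 in CpHpH. The empty bands around 0 are the minimum differences of the calls.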

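SQH vs SQL and FLH vs FLL alone named 43 loci of the gene column, or 9 when their DMRs also had to overlap with the same context and direction. The 2 comparisons have no library in common. They shared 421 annotated genes, against a mean of 197 (174 to 219) after local shifts of the DMRs, which have the same limit. They also shared 459 bins in the same context, against 19.6 (12 to 30), and none of the 1000 shifts reached either number. Both changed in the same direction at 203 of the 459 bins (44.2%, 39.7 to 48.8, two-sided exact binomial test, p = 0.015, or p = 0.032 by clusters). Independent directions with the gain shares of each comparison at these bins would give 46.8%, which the interval includes. The p was 0.15 at 8 reads per cytosine, where 49 bins were left with 38.8% in the same direction.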

Finally, 57 differentially methylated genes and TEs (called light intensity features) were shared between hSQHvSQL and FLHvFLL, independent of the light frequency, but not between SQvFL regimes. 

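Of the 189 loci named in all 4 comparisons, 168 had at least 1 DMR in a TE locus of the authors' annotation (88.9%, 83.6 to 92.6). Among the loci listed in Table S5, 105 had such a DMR. The TAIR10 annotation has 143 of the 189 as pseudogenes, 6 as transcribed pseudogenes and 38 as protein coding (20.1%), whereas 52.0% of the 5110 loci named in any comparison are protein coding. No table used here says for all of the loci which are TE genes.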

Of the 122 light constitutive features, the majority (90) were TEs (Table S5), meaning TE regulation could have a role in the acclimation response. Gene functions included Vacuolar H+ ATPase (AT3G58730), as well as proteins associated with signalling in the chloroplast (AT1G19090) and leaf senescence (AT1G54040). 

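At AT3G58730, on chromosome 3 from 21718188 to 21720053 on the minus strand of TAIR10, a single 150 bp bin from 21718601 to 21718750 in coding exon 2 was called in CpG in all 4 comparisons. With 4 CpG cytosines, it was methylated at 92.1% in SQH (35 of 38 reads, 95% interval 79.2 to 97.3), 22.2% in SQL (10 of 45, 12.5 to 36.3), 37.0% in FLH (17 of 46, 24.5 to 51.4) and 90.0% in FLL (54 of 60, 79.9 to 95.3). The p of the two-sided Fisher's exact test was 8.0e-11 for SQH vs SQL, 7.4e-09 for FLH vs FLL, 1.1e-07 for SQH vs FLH and 6.5e-13 for SQL vs FLL. Methylation was thus lower in low light under SQ and higher in low light under FL. The counts of this bin sum 9.5 to 15.0 reads per cytosine over its 4 cytosines, so they are not independent. The bin was also called from the same counts, with 1 library per regime. Intervals and p-values of this and the other single sites therefore overstate the certainty. AT1G19090 (RKF2, chromosome 1, 6589835 to 6592762) had only CpHpH DMRs, at 5 positions. In SQL vs FLL the bin from 6592501 to 6592650 in exon 6 rose from 16.1% to 27.6% (exact test, p = 0.0015), and in SQH vs FLH the bin from 6592801 to 6592950, 39 bp beyond the gene, went from 21.0% to 9.97% (p = 1.9e-04). At AT1G54040 (ESP, chromosome 1, 20170715 to 20173949, minus strand) all DMRs were in an intron and in the TEs AT1TE66640 and AT1TE66645. Its CpG bin from 20172001 to 20172150 was at 76.5% in SQH, 54.7% in FLH and 76.9% in FLL (exact test, p = 0.0037 for SQH vs FLH and 0.0014 for FLH vs FLL).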

When the overrepresentation analysis of these groups was considered, no functional groups were found to be significantly enriched (false discovery rate < 0.05).

Fig. 2(c) showed that a large proportion of DMRs between different light regimes overlapped TEs. To further investigate this, we considered different types of TEs and found that DMRs were enriched in the majority of retrotransposons (Class I TEs) and depleted in DNA transposons (Class II) (Fig. 2f), with enrichment referring to the ratio of differential methylation observed divided by the expected from random sampling of methylation across the genome. For example, long interspersed nuclear elements (LINE) TEs were enriched across all regimes, while Copia were only enriched in DMRs between SQ and FL, independent of the light intensity. 

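The authors' superfamily labels were taken from FLH vs FLL alone, where 143 regions of 70 families have one. A label was carried by family name to all 4 comparisons where at least 90% of the labels of the family were the same. Families labelled in this way held 49.0% to 50.7% of the DMRs in TEs. LINE made up 4.85% of the TE DMRs in SQH vs SQL (95% interval 4.15 to 5.66), 5.42% in FLH vs FLL (4.78 to 6.14), 5.7% in SQH vs FLH (5.07 to 6.42) and 5.43% in SQL vs FLL (4.86 to 6.06). COPIA made up 2.15%, 2.11%, 1.68% and 1.9%. None of the pairs of comparisons differed in LINE or COPIA (two-sided Fisher's exact tests, smallest p = 0.11 for LINE and 0.14 for COPIA, or 0.42 and 0.51 after Benjamini-Hochberg adjustment over 42 tests). When families were grouped by the word COPIA in their name, without regard to the labels, the share was 5.26% (4.53 to 6.1) in SQH vs SQL, 5.61% (4.96 to 6.34) in FLH vs FLL, 6.37% (5.69 to 7.12) in SQH vs FLH and 6.5% (5.87 to 7.19) in SQL vs FLL. These are shares of the TE DMRs and not enrichments over the genome.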

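Gypsy made up 9.44% of the TE DMRs in SQH vs SQL (95% interval 8.46 to 10.5), 15.4% in FLH vs FLL (14.4 to 16.5), 15.1% in SQH vs FLH (14.1 to 16.2) and 15.7% in SQL vs FLL (14.8 to 16.7). SQH vs SQL differed from each of the others (two-sided Fisher's exact tests, adjusted p = 4.4e-13, 1.4e-12 and 1.8e-15), and these 3 did not differ among themselves (adjusted p of 0.72 to 0.84). At a common CpG minimum of 0.4, Gypsy had 10.8% in FLH vs FLL, 11.1% in SQH vs FLH and 12.4% in SQL vs FLL. Helitrons, which are DNA transposons, made up 24.6% in SQH vs SQL and 19.5%, 18.9% and 19.4% in the other comparisons. Families with SINE in their name had 18, 19, 21 and 22 DMRs, 0.578%, 0.45%, 0.464% and 0.406% of the TE DMRs in the same order, with overlapping intervals.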

Gypsy and short interspersed nuclear element (SINE) TEs were enriched in all cases except between SQH and FLH high. This indicates that acclimation to light can result in changes in DNA methylation at specific classes of retroelements.

### Epigenetic changes upon exposure to light regimes correspond to activation in transcription

To determine whether the DNA methylation is accompanied by transcriptional changes in the plants acclimated to FL, we performed RNA‐seq in three biological replicates for the four light regimes. Principal component analysis confirmed that the biological replicates grouped together (Fig. 3a). The groups of FLH and FLL clusters displayed a greater degree of spatial separation in comparison with SQH and SQL, indicating that gene expression displays higher variability in FL than in SQ regimes, even in the case when the FL pattern is the same for all three biological replicates (Fig. S4). Since all tissue was harvested within only a few minutes of each other, it is unlikely that the time of sampling impacted this. This would require further exploration to explain sufficiently.

**Fig. 3:**
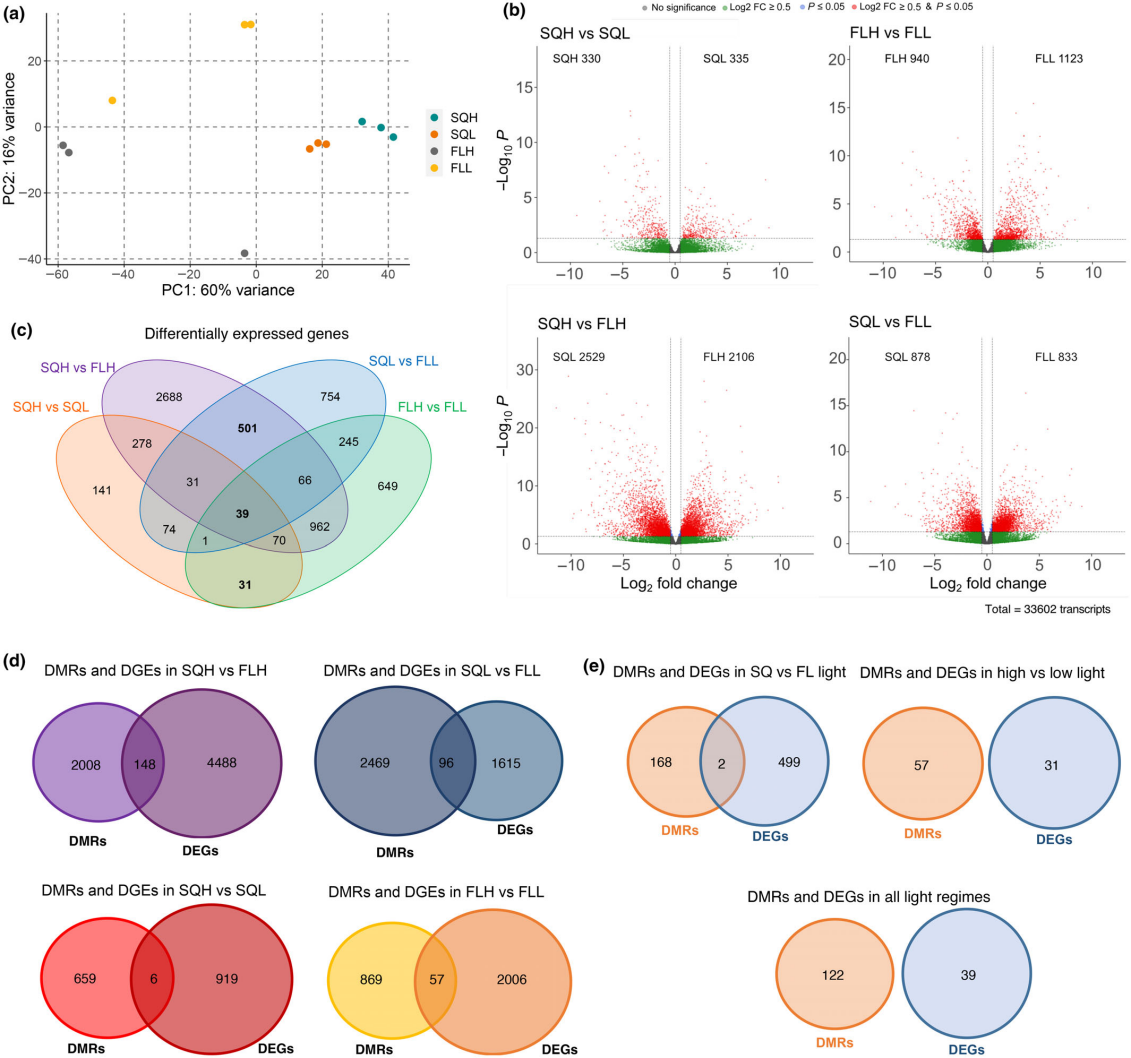
Transcriptome of *Arabidopsis thaliana* plants exposed to the different light regimes. (a) Principal Component Analysis of RNA‐seq data in three biological replicates for the four light conditions. (b) Volcano plots for the significantly differentially expressed genes (DEGs). The plot highlights the genes that show differential expression between the two light regimes in the header using a *P*‐value threshold of 0.5 and a log_2_ fold change threshold of 0.5. The number in the corresponding inset represents the number of genes with higher expression in the corresponding light regime. (c) Venn diagram identifying common and specific sets of genes differentially expressed in the four comparisons. Five hundred and one genes are differentially expressed in fluctuating compared to square light regimes, 31 in high‐light regions compared to low‐light regions, and 39 between all comparisons. (d) Venn diagrams of genes that are differentially expressed in one of the four comparisons and also overlap with a differentially methylated region (DMR) in any context in the corresponding comparison. (e) Genes that are differentially expressed and overlap with DMRs in the three combined comparisons, namely: (i) fluctuating vs square light, (ii) high vs low intensity, and (iii) all comparisons. SQH, SQL – square light regime of high or low intensity, respectively. FLH, FLL – fluctuating light regime of high or low intensity, respectively.

Next, we investigated whether genes are differentially expressed between the four light regimes and found that between hundreds and thousands of genes are indeed differentially expressed genes (DEGs) (Fig. 3b; Table S6). The lowest number of DEGs (665) was identified between SQH and SQL, indicating that changing light intensity upon exposure to a SQ leads to the lowest number of transcriptional changes. By contrast, comparing SQH with FLH led to the highest number of DEGs (4635), which means that changes in light frequency had the largest effect on the plants. Overall, our results indicate that acclimation to FL requires a greater magnitude of change than acclimation to light intensity. To assess whether a subset of these genes is shared across regimes, DEGs were grouped depending on the regime (Fig. 3c). Thirty‐nine genes were found to be differentially expressed across all regime comparisons, indicating these genes may be key for light acclimation. A further 31 genes were shared between high‐ and low‐light intensity (SQH vs SQL and FLH vs FLL), and 501 genes were differentially expressed between SQ and FL (SQH vs FLH and SQL vs FLL). Gene ontology (GO) analysis revealed significant enrichment across nine terms in the 39 genes differentially expressed in all regimes (Fig. S5A), most of which were associated with stress responses, suggesting that the light regime significantly impacts how the plants respond to stress. Nevertheless, only the response to wounding term was enriched when comparing HL vs LL (Fig. S5B), which suggests that higher light intensity could potentially induce a response similar to wounding without necessarily the physical wounds. Interestingly, when comparing SQ vs FL conditions, we did not identify any stress response terms significantly enriched. However, metabolic and meiotic cell cycle terms were enriched when comparing SQ vs FL (Fig. S5C), suggesting metabolism and meiosis are primarily impacted in plants acclimated to light patterns.

DNA methylation is linked directly to transcriptional repression or gene silencing (Zhang *et al*., 2006; Zilberman *et al*., 2007), but this is not always the case, and it is now known that not all changes in DNA methylation translate into changes in gene expression (Lister *et al*., 2008; de Mendoza *et al*., 2022; Grant *et al*., 2024). To investigate whether the transcriptomic changes are linked with epigenetic state, we looked at genes that showed both differential expression and differential methylation in the different light regimes. Since the majority of our non‐TE DMRs are located within gene bodies or intergenic regions (Fig. 2c), we first performed the analysis with gene body DMRs (Fig. 3d,e; Table S7). 

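Of the DMRs outside TEs, the authors' annotation placed 225 of 385 in a gene in SQH vs SQL (58.4%), 1090 of 2047 in FLH vs FLL (53.2%), 990 of 2031 in SQH vs FLH (48.7%) and 1736 of 3062 in SQL vs FLL (56.7%). The share depended on the context. In CpG, 70.7% to 96.0% of the DMRs outside TEs were in a gene, and in CpHpH 19.9% to 23.6%, apart from SQH vs SQL with 47.7%. Regions that name neither a gene nor a TE numbered 160, 957, 1041 and 1326.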

Our results showed that there was a greater number of genes displaying both differential expression and differential methylation under SQH vs FLH and SQL vs FLL than under SQH vs SQL and FLH vs FLL (Fig. 3d). However, we cannot conclude that a statistically significant overlap between the different gene groups exists (chi‐squared, *P* > 0.9). The genes displaying differential expression that are under possible control of DNA methylation exhibit wide functionalities (Table S5), with many related to plastid activity and stress responses as well as photosynthesis‐related, demonstrating that light can have impacts on plant gene expression outside photosynthesis.

When SQ and FL regimes were grouped together, two genes were found to be both differentially methylated and expressed, but we cannot conclude that a statistically significant overlap between the different gene groups exists (chi‐squared, *P* > 0.9) (Figs 3e, 4a–d). This indicates that epigenetic variation does not contribute directly to changes in expression in most genes. However, the functions of these two genes suggest that there may be some level of involvement in the acclimatory response. Interestingly, the DMRs were located within introns of these genes, and the exact position is maintained independent of the light intensity; that is, the position of the DMR in SQH vs FLH is conserved in SQL vs FLL. This indicates a potential regulatory role of those regions, possibly as enhancers. 

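In AT1G27880 the same bin was called in both comparisons, on chromosome 1 from 9712501 to 9712650, and it lies within an intron of the transcript with the longest coding sequence in TAIR10, which has 19 exons. In AT1G03090 (MCCA) different bins were called, 1:743701 to 743850 in SQH vs FLH and 1:742351 to 742500 in SQL vs FLL. The latter is wholly in an intron. The former has 98 bp in an intron, 21 bp in coding sequence and 31 bp in untranslated exon sequence, at exons 15 and 16 of 16. No other DMR of any context names either gene in these tables.

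**Figure D4:**
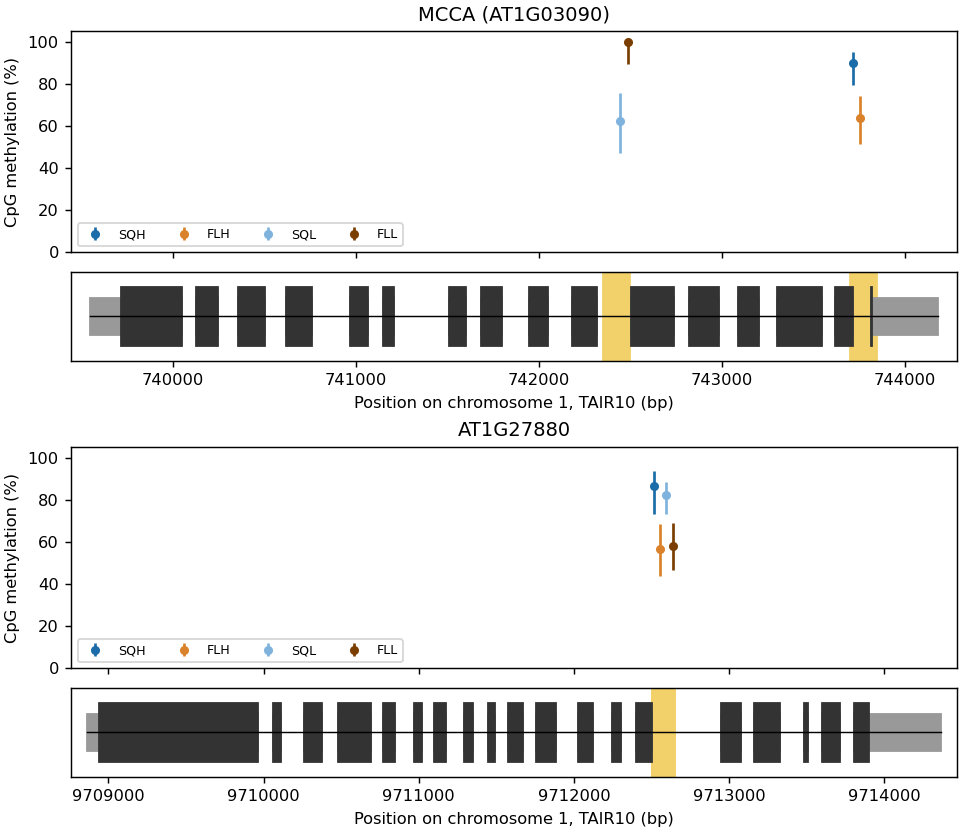
CpG methylation (vertical axis, percent) at the DMR bins of MCCA and AT1G27880 against position on chromosome 1 (horizontal axis, bp of TAIR10), with the gene model under each plot. Points are the 4 libraries, spread sideways for legibility, and bars are 95% Wilson intervals. Dark boxes are coding exons, grey boxes untranslated exons, and yellow bands the bins of 150 bp. The pairs of bins coincide in AT1G27880 but not in MCCA.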

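AT1G03090 (MCCA) lies on chromosome 1 of TAIR10 from 739544 to 744184 on the plus strand. Its CpG bin called in SQH vs FLH went from 89.8% (53 of 59 reads, 95% interval 79.5 to 95.3) to 63.6% (42 of 66, 51.6 to 74.2), with 6 CpG cytosines (two-sided Fisher's exact test, p = 6.9e-04). Its bin called in SQL vs FLL went from 62.5% (25 of 40, 47.0 to 75.8) to 100% (32 of 32, 89.3 to 100), with 4 cytosines (p = 5.2e-05 from the same exact test). Methylation was therefore lower under FL at high light and higher under FL at low light, at different positions. The sequence of the former bin is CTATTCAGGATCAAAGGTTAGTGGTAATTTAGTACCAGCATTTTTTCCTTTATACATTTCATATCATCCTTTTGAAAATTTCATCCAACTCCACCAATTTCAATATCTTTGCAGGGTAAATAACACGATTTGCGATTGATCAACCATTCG (33.3% GC) and that of the latter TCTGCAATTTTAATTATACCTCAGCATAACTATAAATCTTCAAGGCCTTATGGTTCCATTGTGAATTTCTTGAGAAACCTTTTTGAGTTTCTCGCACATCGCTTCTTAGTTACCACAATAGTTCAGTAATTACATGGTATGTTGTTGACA (34.0% GC).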

One was AT1G03090 (MCCA), a subunit of 3‐methylcrotonyl‐CoA carboxylase (MCCase), which catalyses a key step in the catabolism of leucine and isovaleric acid in the mitochondria (Wurtele & Nikolau, 2000; Nikolau *et al*., 2003). Accumulation of MCCA is known to occur in response to darkness, while exogenous sucrose has been shown to decrease MCCA expression (Che *et al*., 2002), suggesting that there could be transcriptional control as a result of both light and sugar signalling. 

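AT1G27880 lies on chromosome 1 of TAIR10 from 9708861 to 9714366 on the plus strand. Its intronic CpG bin, with 6 cytosines, went from 86.4% in SQH (38 of 44 reads, 95% interval 73.3 to 93.6) to 56.9% in FLH (33 of 58, 44.1 to 68.8) and from 82.1% in SQL (78 of 95, 73.2 to 88.5) to 58.3% in FLL (42 of 72, 46.8 to 69.0), a loss under FL at both light intensities (two-sided Fisher's exact test, p = 0.0021 and 9.3e-04). The sequence of the bin is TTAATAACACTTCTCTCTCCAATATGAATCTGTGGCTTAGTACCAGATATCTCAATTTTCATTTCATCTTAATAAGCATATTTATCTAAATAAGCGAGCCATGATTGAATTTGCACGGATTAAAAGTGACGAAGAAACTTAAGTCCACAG (32.7% GC).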

The second gene is AT1G27880, a DEAD/DEAH box RNA helicase family protein. Although this gene is not characterized, the general family contains a range of RNA helicases with specific expression patterns in different developmental stages (Xu *et al*., 2013). Expression of several family genes has been associated with abiotic stress tolerance, and reported to be induced by glucose, abscisic acid, and salt (Hsu *et al*., 2014; Matsumura *et al*., 2016).

**Fig. 4:**
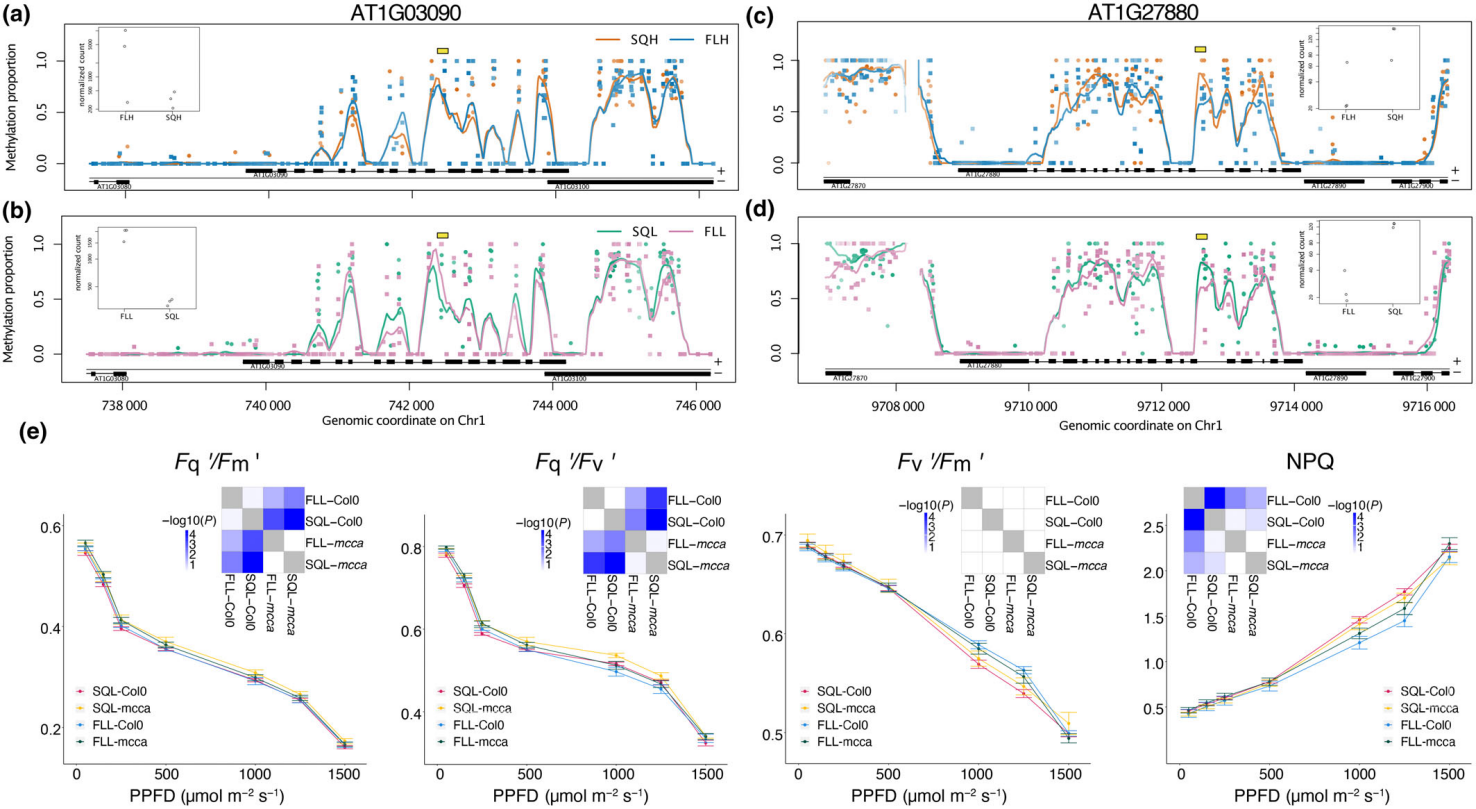
Methylation profiles of the two differentially methylated and differentially expressed genes (DEGs), and physiological validation of mcca in *Arabdiopsis thaliana*. We plotted: (a, b) MCCA and (c, d) AT1G27880. We considered separately the case of (a, c) square light high‐intensity (SQH) vs fluctuating light high‐intensity (FLH) and (b, d) the low‐intensity comparison (SQL vs FLL). The yellow rectangle at the top marks the DMR in the CpG context. (e) The effects of *mcca* under SQL vs FLL light on the operating efficiency of photosystem II (PSII) ($F_{q}^{\prime }/F_{m}^{\prime }$), photochemical quenching ($F_{q}^{\prime }/F_{v}^{\prime }$), maximum efficiency of PSII ($F_{v}^{\prime }/F_{m}^{\prime }$), and nonphotochemical quenching. *n* = 6, points represent the mean ± SE. Inlays show the −log_10_ of the *P*‐value (*post hoc* Tukey). SQH, SQL – square light regime of high or low intensity, respectively. FLH, FLL – fluctuating light regime of high or low intensity, respectively.

To investigate whether the differential methylation and expression of *MCCA* contributes to the differences in physiology seen, the T‐DNA knockout mutant (*mcca*) was acclimated to SQL and FLL light, and Chl fluorescence imaging was conducted (Fig. 4e). In plants acclimated to SQL light, *mcca* exhibited significantly higher (*P* < 0.01) photosystem II (PSII) operating efficiency ($F_{q}^{\prime }/F_{m}^{\prime }$), although this was not seen under FLL. Both photochemical quenching ($F_{q}^{\prime }/F_{v}^{\prime }$) and the maximum efficiency of PSII ($F_{v}^{\prime }/F_{m}^{\prime }$) are mathematically related to $F_{q}^{\prime }/F_{m}^{\prime }$ (Murchie & Lawson, 2013), so changes in one of these measurements indicate which physiological differences may be differentially regulated in the mutant compared with the wild‐type (WT). SQL‐mcca had a significantly higher $F_{q}^{\prime }/F_{v}^{\prime }$ (*P* < 0.01) than Col‐0 plants, with no notable differences in the $F_{v}^{\prime }/F_{m}^{\prime }$. Under FLL light, a significantly higher $F_{q}^{\prime }/F_{v}^{\prime }$ was also seen (*P* < 0.03), with no significant difference in $F_{v}^{\prime }/F_{m}^{\prime }$. Nonphotochemical quenching (NPQ) estimates the heat loss from PSII (Murchie & Lawson, 2013) and represents the light energy that does not enter the photosystem. There was no significant difference in NPQ between SQL‐mcca and SQL‐Col0, but under FLL, NPQ was higher in the *mcca* plants than in Col‐0 (*P* < 0.01). Together, this suggests that MCCA expression may contribute to PSII efficiency and in regulating energy lost via NPQ. MCCA expression decreases between SQL and FLL (log_2_FC = −2.48; *P*‐adj = 0.029), thus suggesting a functional link between the differential methylation and expression between SQL and FLL‐acclimation and the physiological differences observed.

In addition, we investigated whether differential methylation within promoters of genes can be linked with differential expression and found very little overlap between the different conditions (Fig. S6). Our results showed that there is no gene that displayed differential methylation at promoters and differential expression that was common between SQ and FL regimes or between low‐light and high‐light regions.

Considerations of the impact of photoperiod and circadian regulation are important in the interpretation of this study. Recent evidence has shown that dawn and dusk act to alter regulatory patterns that are reminiscent of shorter photoperiods (Mehta *et al*., 2024). It is therefore possible that the differences in methylation and gene expression reported here are reflective of this, rather than the impact of FL relative to SQ. To investigate this, we took a published diurnal RNA‐seq dataset (Redmond *et al*., 2025) and overlapped this with our DEGs with DMRs across all regime comparisons. We found very few differentially methylated DEGs were differentially expressed across the diurnal period under all light regimes (Fig. S7), with only AT3G56940 and AT4G26850 displaying diurnal expression in SQvFL and only AT2G10940 displaying diurnal expression in HLvLL. Overall, this suggests that circadian regulation has little effect on the expression of these genes and that DNA methylation is likely not a circadian regulator in this instance.

### Changes in light regimes lead to transcription of TEs

Demethylation of TEs can lead to their activation (Miura *et al*., 2001; Slotkin *et al*., 2005; La *et al*., 2011; Saze *et al*., 2012; Benoit *et al*., 2019; Catoni *et al*., 2019). To determine whether the differential methylation has led to activation or silencing of TEs, we identified the set of TEs that were both differentially methylated and expressed in the different light regimes (Table S8). We found only 23 TEs that were differentially methylated and differentially expressed across light regimes. Changes in frequency of light (SQH vs FLH and SQL vs FLL) accounted for the majority of these TEs, 12 and 7 respectively. Under SQH vs FLH, 10 of the 12 TEs showed an increase in expression, suggesting increased TE transcription under SQH light compared with FLH light (of which four displayed loss of DNA methylation; ATIS11A, ATGP3, ATLANTYS1, and VANDAL20) and two a loss of expression (of which one displayed gain of methylation; TA11). By contrast, under SQL vs FLL, six of the seven TEs displayed a decrease in expression (of which three displayed gain of DNA methylation; ATGP1, TA11, and a hAT‐like TE), with FLL light showing an increase in transcription of these TEs, and one TE displayed an increase in expression (coupled with a loss of DNA methylation; ATRE2).

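The DMRs were summed over whole families here, and the single elements of the expression data were not matched to them. In SQH vs FLH, ATGP3 had 22 DMRs in 15 loci, of which 16 gained methylation in FLH. ATLANTYS1 had 75 DMRs with 43 gains, VANDAL20 had 23 with 12 gains, and TA11 had 53 with 30 gains. Within families the contexts differed, since ATLANTYS1 gained at 22 of 23 CpHpG DMRs (95.7%, 95% interval 79.0 to 99.2) and lost at 25 of 36 CpG DMRs. ATIS11A was not analysed here.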

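In SQL vs FLL, ATGP1 had 122 DMRs in 58 loci, with gains in FLL at 27 of 29 CpHpG and 36 of 51 CpHpH DMRs and losses at 38 of 42 CpG DMRs. TA11 had 71 DMRs in 38 loci, with gains at 17 of 19 CpHpG DMRs and at 39 of 39 CpHpH DMRs (91.0 to 100%), and losses at 11 of 13 CpG DMRs. Its CpHpH DMRs in SQH vs FLH had 12 gains and 17 losses. ATRE2 was not analysed here.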

TEs can also act as regulatory regions (Ito *et al*., 2011; Deneweth *et al*., 2022). To assess the possible impacts of changes in TE DNA methylation levels on nearby gene expression, we also investigated the expression of genes within 5 kb of differentially methylated TEs (Table S5). 

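The TE column named 2503 loci of 251 families with at least 1 DMR in SQH vs SQL, 3242 of 278 families in FLH vs FLL, 3414 of 279 in SQH vs FLH and 3860 of 287 in SQL vs FLL. Among regions with at least 8 reads per cytosine in both regimes, the number of loci was 603, 1301, 889 and 1792.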

Between 2083 (FLH vs FLL) and 2243 (SQL vs FLL), TEs had a differentially expressed gene within 5 kb. Interestingly, we found a strong link between changes in methylation at TEs and changes in gene expression at nearby genes, with up to 767 DEGs being associated with a nearby differentially methylated TE (Fig. 5a). In particular, SQH vs SQL showed a total of 101 DEGs associated with a nearby differentially methylated TE, while FLH vs FLL had 331. In the square vs fluctuating comparisons, SQH vs FLH displayed the greatest number of DEGs (767), while SQL vs FLL yielded 301 genes (Fig. 5a). GO analysis revealed significant enrichment across several terms under SQH vs SQL, FLH vs FLL, and SQH vs FLH (Fig. 5b). The cellular response to hypoxia was common to SQH vs SQL and SQH vs FLH, indicating that oxygen availability may be impacted under these regimes. Under FLH vs FLL, terms associated with defence and wounding were enriched, suggesting that the intensity of fluctuations may impact biotic stress responses. However, when the expression level of DEGs within 5 kb of a TE was plotted against the methylation level of the given TE, no significant correlation was noted, suggesting that the level of methylation may not be reflective of possible regulation of nearby genes (Fig. S8). The correlation did improve when considering a smaller distance (1 and 2 kb), but still no significant relationship was revealed (Fig. S8; Table S9). When the GO was updated for TEs within 2 kb, only defence responses in FLH vs FLL and signal transduction in SQH vs FLH remained enriched. 

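The 3 TEs of Fig. 5(c) had a CpG DMR with a loss in FLL in the comparison with SQL. AT1TE81305, of the family ATREP3, had its DMR on chromosome 1 from 24753001 to 24753150, 167 bp downstream of AT1G66360, where methylation went from 62.0% (57 of 92 reads, 95% interval 51.7 to 71.2) to 29.3% (36 of 123, 22.0 to 37.8; two-sided Fisher's exact test, p = 2.0e-06). AT3TE42525, of ATREP10D, had its DMR on chromosome 3 from 10232051 to 10232200, 42 bp upstream of AT3G27640, with 66.9% (99 of 148) and 46.2% (37 of 80, exact test, p = 0.003). AT4TE25370, of ATLINE1A, had its DMR on chromosome 4 from 6024701 to 6024850, where 47 bp overlap untranslated sequence of exon 6 of AT4G09520, with 41.8% (41 of 98) and 16.9% (21 of 124, exact test, p = 4.6e-05).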

Fig. 5(c) shows individual examples of differentially methylated TEs nearby promoters or in downstream regions of DEGs, indicating a functional role in some of these cases. A systematic analysis identified concordant patterns between expression and methylation (hypomethylated TE with increased expression or hypermethylated TE with decreased gene expression), with 207 and 146 displaying this pattern in SQH vs FLH and SQL vs FLL, respectively (Table S10).

**Fig. 5:**
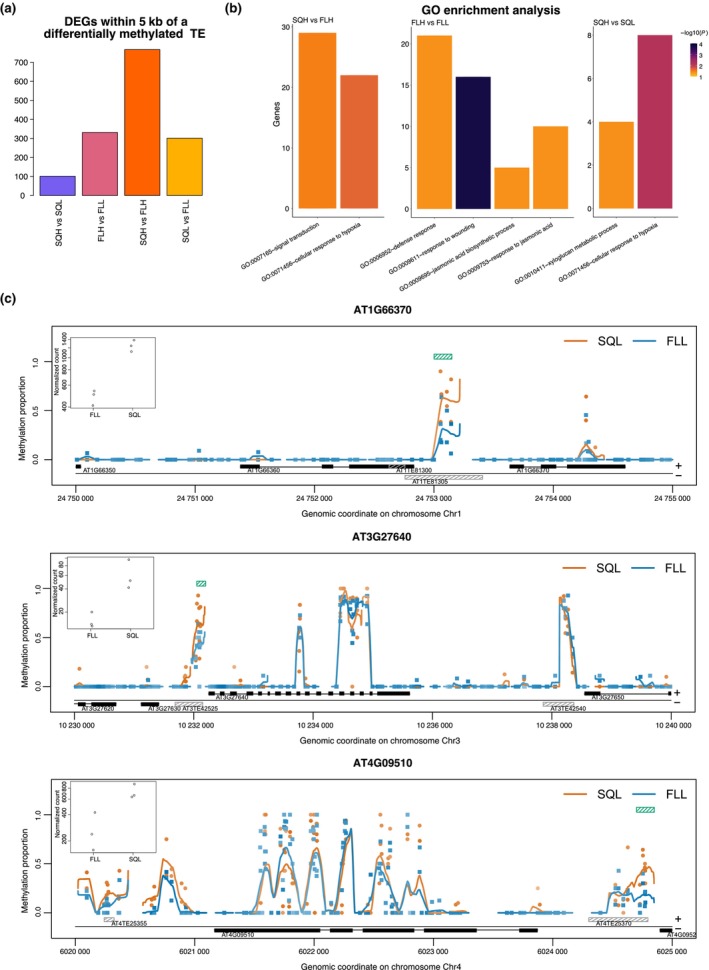
Differentially methylated transposable elements (TEs) have the potential to act as *cis*‐regulatory elements in *Arabidopsis thaliana*. (a) Overlap of differentially methylated TEs with differentially expressed genes (DEGs) within 5 kb. Approximately 29% of differentially methylated TEs between SQH and FLH, 14% of differentially methylated TEs between FLH and FLL, 12% differentially methylated TEs between SQL and FLL and 4% differentially methylated TEs between SQH and SQL are linked to a nearby differentially expressed gene. (b) Gene ontology analysis revealed significant enrichment‐ under SQH vs SQL, FLH vs FLL, and SQH vs FLH. Bar colour shows the −log_10_(*P*‐value) (c) Local methylation profiles and gene expression data for three differentially methylated TEs with a differentially expressed gene within 5 Kb under SQL vs FLL. Inlays show the expression data for the identified gene. The green box represents the DMR in CpG context. SQH, SQL – square light regime of high or low intensity, respectively. FLH, FLL – fluctuating light regime of high or low intensity, respectively.

Chromatin state is also known to influence the expression of genes, with TEs normally associated with tightly compacted heterochromatin, while genes are often found in looser, euchromatic regions (Lippman *et al*., 2004). To determine whether differentially methylated TEs are found in euchromatic or heterochromatic regions, we overlapped our data with publicly available chromatin state data (Jamge *et al*., 2023). First, we plotted the methylation proportion of differentially methylated TEs across each sequence context and four chromatin states (euchromatic, facultative heterochromatin, constitutive heterochromatin, and intergenic regions), allowing us to see whether changes in methylation were associated with any particular chromatin state (Fig. S9). In euchromatic regions, no significant differences in CG methylation were seen across regime comparisons (Fig. S9A). For CHG methylation, significant differences were found between SQHvSQL vs FLHvFLL and SQHvSQL vs SQLvFLL. For CHH, significant differences were observed between SQHvSQL vs SQLvFLL, and FLHvFLL vs both SQvFL comparisons, with SQLvFLL showing a greater proportion difference than all other comparisons, suggesting some impact of light intensity vs light regime.

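The chromatin states of the TEs were not used here, and pericentromeric windows set from gene density stand in for constitutive heterochromatin. Among the CpG DMRs in pericentromeric TEs, methylation rose in 15 of 19 in SQH vs SQL (78.9%, 95% interval 56.7 to 91.5) and in 54.6% of 721 in FLH vs FLL (51.0 to 58.2), and in 38.2% of 701 in SQH vs FLH (34.7 to 41.9) and 13.1% of 962 in SQL vs FLL (11.1 to 15.4). Median methylation at these DMRs went from 83.3% in SQH to 68.8% in FLH and from 87.9% in SQL to 64.7% in FLL. DMRs were selected for a minimum difference, so these values describe the changed regions and not the TEs as a whole.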

In constitutive heterochromatin (Fig. S9B), significant differences in CG methylation were seen across all regimes, with both HLvLL regimes showing a gain in methylation, while SQvFL shows a loss. 

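Among the CpHpG DMRs in pericentromeric TEs, methylation rose in 58.8% of 337 in SQH vs SQL (53.4 to 63.9), 61.1% of 368 in FLH vs FLL (56.1 to 66.0), 83.6% of 556 in SQH vs FLH (80.3 to 86.5) and 86.1% of 610 in SQL vs FLL (83.1 to 88.6). On the chromosome arms the share was 48.9% of 235 in SQH vs SQL (42.6 to 55.3), an interval that includes 50%, and 63.3% to 81.3% in the other 3 comparisons.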

Generally, a gain of CHG methylation was seen across light regime comparisons. 

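Among the CpHpH DMRs in pericentromeric TEs, methylation rose in 32.5% of 480 in SQH vs SQL (28.5 to 36.8) and 221 of 499 in SQH vs FLH (44.3%), and in 326 of 507 in FLH vs FLL (64.3%) and 73.8% of 545 in SQL vs FLL (69.9 to 77.3). On the arms the shares were 34.4% in SQH vs SQL (32.3 to 36.5), 44.0% in SQH vs FLH (41.8 to 46.2), 64.8% in FLH vs FLL (62.6 to 66.9) and 72.7% in SQL vs FLL (70.8 to 74.6), with intervals that include the pericentromeric shares.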

CHH methylation was lost in SQHvSQL and SQHvFLH but gained under FLHvFLL and SQLvFLL in constitutive heterochromatic regions, suggesting different impacts of light intensity and regime in these regions. Similar patterns were noted in facultative heterochromatic TEs and those mapping to intergenic regions (Fig. S9C,D).

Due to these differences, we next examined the correlation between DEGs within 5 kb of a differentially methylated TE, separated by chromatin context (Fig. S10). For euchromatin, we found no DEGs within 5 kb of a euchromatic TE in SQHvSQL, but a negative correlation was found across all other regimes, although none were significant (*P*‐value > 0.1). For TEs in facultative heterochromatin, a significant positive correlation (*P*‐value = 0.013) was found in SQHvSQL. Across all other regimes and chromatin states, no significant correlations were found (*P*‐value > 0.1), suggesting a limited impact of differentially methylated TE chromatin state and nearby gene expression.

Finally, we investigated whether TE class impacted the correlation between TE methylation and nearby gene expression (Fig. S11). TEs were grouped into DNA, Helitron, LINE, long terminal repeats (LTR), RathE, and Unassigned. No significant correlation was found across classes in SQHvSQL or SQLvFLL. However, under FLHvFLL, there was a significant, positive correlation (*P*‐value = 0.012) between the log2 fold change and methylation of ‘Unassigned’ TEs. Under SQHvFLH, LTR TE methylation was negatively correlated with gene expression (*P*‐value = 0.02), suggesting a potential relationship between high‐intensity FL, DNA methylation at LTRs, and regulation of gene expression.

### Loss of DNA methylation improves photosystem II efficiency under fluctuating light

To further investigate the link between DNA methylation and FL acclimation, we performed Chl fluorescence imaging on *met1‐1* knockdown plants following 7 d of acclimation to SQH or FLH regimes. *met1‐1* plants display *c*. 75% loss of CpG methylation, specifically in gene bodies (Kankel *et al*., 2003). This allows us to investigate which differences in physiological response under different light regimes require DNA methylation (in CpG context) to be established and maintained. Interestingly, we observed a difference between the WT and *met1‐1* plants under both regimes, with reduced methylation improving the PSII operating efficiency ($F_{q}^{\prime }/F_{m}^{\prime }$; Fig. 6) when acclimated to FLH light, with the opposite impact under SQH, although this was not significant. We also found a significant difference (*P < 0*.05) between SQH and FLH WT plants that was not identified in the *met1‐1* mutants (Fig. 6a,d). This appeared to be due to the $F_{v}^{\prime }/F_{m}^{\prime }$ rather than $F_{q}^{\prime }/F_{v}^{\prime }$, with decreases noted in the mutant relative to the WT under SQH, and a small increase in FLH‐acclimated *met1‐1* compared with WT (Fig. 6b,c). This suggests changes in the overall efficiency of PSII rather than a change in photochemical quenching, indicating CG methylation may contribute to regulating PSII efficiency under different light conditions. Overall, our results indicate that at least some of the changes in plant physiology (and, consequently, in gene expression) under SQ conditions do require DNA methylation. We also found a potential trade‐off between photosynthetic efficiency and acclimation under FLH conditions. To assess whether the observed differences could be due to common DMRs or DEGs between *met1‐1* and SQH vs FLH, we compared our data to previously published *met1‐1* data (Catoni *et al*., 2017). Over half of the CpG DMRs in SQH vs FLH were also differentially methylated between Col‐0 and *met1‐1*, with proportionally fewer shared in the CpHpG and CpHpH context (Fig. S12). Nevertheless, this is expected given that the *met1‐1* mutant mainly affects CpG methylation. All observed overlaps in DMRs and DEGs were found to be statistically significant (*P* < 0.05). Furthermore, of the 4635 in SQH vs FLH, 300 were also differentially expressed in the *met1‐1* mutant and only 17 of these displayed differential methylation in SQH vs FLH, including MCCA.

**Fig. 6:**
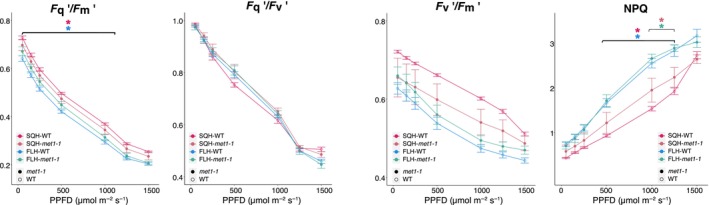
Chl fluorescence imaging of met1‐1 and wild‐type *Arabidopsis thaliana* acclimated to SQH and FLH in response to changing light. We considered (i) the operating efficiency of photosystem II (PSII) ($F_{q}^{\prime }/F_{m}^{\prime }$), (ii) photochemical quenching ($F_{q}^{\prime }/F_{v}^{\prime }$), (iii) maximum efficiency of PSII ($F_{v}^{\prime }/F_{m}^{\prime }$), and (iv) nonphotochemical quenching. *n* = 6, points represent the mean ± SE. Stars show the significant differences (*P* < 0.05; ANOVA and *post‐hoc* Tukey HSD test). SQH square light regime of high or low intensity, respectively. FLH, FLL – fluctuating light regime of low intensity.

## Discussion

DNA methylation is highly dynamic and known to respond to environmental stimuli. There is limited evidence for the effects of long‐term light stress and acclimation on the methylome, with previous studies concluding there is little impact of light regime on DNA methylation despite clear physiological phenotypes (Ganguly *et al*., 2018). However, the impacts of natural light regimes and acclimation over the lifespan of *Arabidopsis* have not been conducted.

The peaks and troughs of the FL regimes are likely to act as cues for epigenetic change. For example, during the peaks of light in both FLH and FLL regimes, ROS are likely to be generated (Kono & Terashima, 2014). ROS generation has previously been associated with epigenetic change, and a recent study has correlated increased ROS due to abiotic stress with hypomethylation (Jing *et al*., 2022). Troughs may act as a recovery period for the plants, in which ROS production is reduced, and so could result in remethylation of the loci demethylated during high ROS. However, low light could also be considered as stressful for plants, prolonging vegetative growth (Xu *et al*., 2021) and reducing carbon assimilation capabilities (Vialet‐Chabrand *et al*., 2017), so it could itself cause hypomethylation. It is also important to note that, due to the LED system used, there are possible colour‐spectra differences at different light intensities, meaning the overall light spectra may be impacted in the fluctuating conditions used (Vong *et al*., 2025). In nature, spectral changes occur over the diurnal light cycle, with dominant blue wavelengths at dawn and dusk, and red peaking around midday (Kotilainen *et al*., 2020; Pastilha & Hurlbert, 2022). Therefore, these spectral artefacts could be considered as reflective of natural fluctuations experienced by plants, but further investigation is required to understand how spectral changes may impact these results.

There is increasing evidence for the impacts of light on plant epigenetic profiles with direct impacts on gene expression. For example, the histone demethylase INCREASE IN BONSAI METHYLATION 1 (IBM1), which removes methyl groups from H3K9 and acts to reduce non‐CpG methylation, has been found to impact anthocyanin biosynthesis in response to high light (Fan *et al*., 2024). Following 48 h of high light, IBM1 expression was induced in WT *Arabidopsis*, acting to increase the expression of SUPPRESSOR OF PHYA‐105 (SPA), which positively regulates the production of anthocyanin biosynthesis (Fan *et al*., 2024). This was attributed to both demethylation of H3K9 and to local decreases in non‐CpG methylation of the SPA genes (Fan *et al*., 2024). While there was no noted change in expression in IBM1 between light regimes, this provides evidence for direct epigenetic mechanisms associated with light exposure. Furthermore, more condensed chromatin has been associated with growth under light compared with dark conditions in soybean, with regulation of genes associated with photomorphogenesis particularly upregulated (Li *et al*., 2024). Together with our data, this suggests light conditions can specifically impact epigenetics and gene expression. Due to the unclear nature of the causality and correlation between DNA methylation and gene expression, it is difficult to conclude what the impact of light on methylation and gene expression truly are (Muyle *et al*., 2022; Grant *et al*., 2024).

Additionally, it is possible that the light regimes are impacting developmental timing and maturation. Under drought stress, various studies have demonstrated that stress induces senescence in older leaves while limiting overall leaf size (Skirycz *et al*., 2010; Clauw *et al*., 2016), linked to changes in the transcriptional profile (Swift *et al*., 2025). Increasing evidence suggests that DNA methylation has a role in plant ageing, with more loss of methylation with increased age seen in tree species *Pinus tabuliformis* (Li *et al*., 2023) as well as *Arabidopsis* (Dai *et al*., 2024). If the light regimes here are acting as a stressor, it is possible that changes in both the transcriptomic profile and DNA methylation are contributing to changes in leaf developmental timing and overall plant maturation rate. This has possible implications for field‐grown crops, in which daily FL could be slowing growth and maturation.

Relatively few differentially methylated genes were found to be differentially expressed (Table S4) in this study. This is consistent with previous studies into the effects of stress. For example, only 9 of 1562 differentially methylated genes were differentially expressed under prolonged cold treatment in *Brassica rapa* (Liu *et al*., 2017), while only 31 of over 5000 DMRs had differential expression under iron deficiency in rice (Sun *et al*., 2021). Together, these studies demonstrate that the magnitude of differential methylation between treatments is often larger than the resulting differential expression, suggesting differential methylation is not always controlling expression. Similar findings were noted here, with only a small subset of DMRs and DEGs overlapping (Fig. 3d,e). Active transcription can lead to gene body methylation, in turn acting to regulate gene expression (Teixeira & Colot, 2009). However, the low overlap between DMRs and DEGs indicates this is not the case in our system.

We validated one of these genes, MCCA, and found that its knockout significantly impacted photosynthetic efficiency (Fig. 4e). MCCA is a subunit of mitochondrial protein 3‐methylcrotonyl‐coenzyme A carboxylase, involved in leucine catabolism (Che *et al*., 2002). There is limited evidence for the involvement of either MCCase or leucine in acclimation to the light regime, although the expression of MCCA has been shown to decrease under increasing light intensity (Che *et al*., 2002). The decrease in expression between SQ and FL light regimes (Fig. 4a,b), accompanied by an increase in NPQ (Fig. 4e) in the mutant under FLL, suggests that MCCA or the products of leucine degradation may have some role in light harvesting or photoprotection under FL conditions. The opposite trend was seen under SQL, with slightly lower NPQ in SQL‐*mcca* than in Col‐0. Overall, the knockout of MCCA not only improved photochemical quenching but also increased NPQ under FLL, so while knocking out the gene may improve photosynthetic capacity, it may also increase the proportion of energy that cannot be used. MCCA is also conserved in crops (including rice and wheat), which potentially makes this an avenue for further research in improving crop adaptation to changing light patterns. However, only one mutant line was investigated, meaning this observation requires further validation.

Interestingly, we observed a change in methylation status and expression at a range of TEs. Activation of TEs has been seen under heat stress in *Arabidopsis*, with novel insertions reported (Ito *et al*., 2011; Sanchez *et al*., 2017; Roquis *et al*., 2021). However, while activation of TEs is a possibility, it is more likely that TEs act as *cis*‐regulatory regions to nearby genes. We found that hundreds of genes within 5 Kb of a differentially methylated TE were differentially expressed in different light regimes. Increased methylation of TEs has previously been shown to impact neighbouring gene expression. For example, in *Arabidopsis*, silencing of a SINE TE neighbouring FLOWERING WAGENINGEN (FWA), a locus associated with flowering, results in FWA silencing (Kinoshita *et al*., 2007). Methylation has been noted to spread from TEs into neighbouring genes, and the repressive chromatin state resulting from this has been proposed to also impact nearby genes (Ahmed *et al*., 2011). It is also possible that loss of methylation leads to increased expression of TE‐neighbouring genes due to the opening of the chromatin structure. However, DNA methylation can also promote gene activation. Transcriptional antisilencers SUVH1 and SUVH3 bind directly to methylated DNA and act as recruitment platforms for transcriptional enhancers DNAJ1 and 2 (Harris *et al*., 2018), with SUVH1 also shown to promote expression of promoter‐methylated genes (Li *et al*., 2016), possibly accounting for the lack of correlation between methylation and transcription seen here. Since this mechanism is reliant on CHH methylation (Harris *et al*., 2018), usually associated with TE silencing, it could be that increased methylation of TEs near genes results in increased expression. We noted a significant positive correlation between ‘Unassigned’ family TE methylation and nearby gene expression (Fig. S10), suggesting this could be the case here and warranting further investigation. Our study demonstrates the importance of light regime (the pattern in which light changes) for plant growth and development. Comparisons of light patterns (SQ to FL) resulted in a greater level of both epigenetic and transcriptomic change in genes and TEs, indicating substantial differences in the way plants respond to dynamic light environments than to the intensity of the light (high compared to low). This could have significant impacts on studies aimed at field crops grown under laboratory conditions, as this provides evidence as to how and why plants may react differently in laboratory and field studies. Furthermore, our results indicate that acclimation to light patterns involves a greater level of epigenetic and transcriptomic changes than acclimation to light intensity, which is of relevance to field plants and current climate changes.

## Competing interests

None declared.

## Author contributions

RAE, TL, UB and NRZ conceived and designed the experiments. RAE performed the experiments and analysed the data. PD and MK performed experiments on the *mcca* mutants. TL, UB and NRZ supervised the work. RAE, TL and NRZ wrote the paper. The authors read and approved the final manuscript.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Fig. S1** Diurnal light regimes utilized in this study alongside physiological assessment.
**Fig. S2** Effects of light regime on DNA methylation.
**Fig. S3** Number of differentially methylated regions in different comparisons.
**Fig. S4** RNA‐seq data in different light regimes.
**Fig. S5** Gene ontology of overlapping differentially expressed genes between light regime comparisons.
**Fig. S6** Genes that are differentially methylated at the promoter and are differentially expressed.
**Fig. S7** Heatmaps of diurnal expression of genes differentially methylated and expressed in square vs fluctuating and high‐ vs low‐light regimes
**Fig. S8** Correlation between changes in methylation at transposable elements and changes in expression of nearby genes.
**Fig. S9** Methylation proportion across cytosine contexts in transposable elements found in different chromatin states.
**Fig. S10** Correlation between differentially methylated transposable elements and expression of genes within 5 kb across light regime comparisons, separated by the chromatin context of the transposable element.
**Fig. S11** Correlation between differentially methylated transposable elements and gene expression within 5 kb separated by transposable element class for each light regime comparison.
**Fig. S12** Overlap between differentially methylated regions and differentially expressed genes in met1‐1 mutant and in square light high vs fluctuating light high.

**Table S1** Light regimes utilized in this study.
**Table S2** Statistics for preprocessing Whole‐Genome Bisulfite Sequencing data.
**Table S3** Statistics for preprocessing RNA‐seq data.
**Table S4** List of all differentially methylated regions.
**Table S5** List of light constitutive genes and transposable elements.
**Table S6** List of all differentially expressed genes.
**Table S7** Functions of genes that are both differentially methylated and differentially expressed in growth light regime comparisons.
**Table S8** List of differentially methylated and differentially expressed transposable elements.
**Table S9** Differentially expressed genes with 5 kb of a differentially methylated transposable element.
**Table S10** Concordant differentially expressed genes within 1, 2, and 5 kb of a differentially methylated transposable element.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

All WGBS and RNA‐seq data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE261533. Codes for analysis are available on GitHub: https://github.com/robynemm/Emmerson‐et‐al_FL‐DNAmet.

# Supplementary material for: DNA methylation contributes to plant acclimation to naturally fluctuating light
**Source:** New Phytol. 2025 Sep 20;248(5):2361–75. doi: 10.1111/nph.70567
**Supplement:** Supplementary file 1 — Fig. S1 Diurnal light regimes utilized in this study alongside physiological assessment. Fig. S2 Effects of light regime on DNA methylation. Fig. S3 Number of differentially methylated regions in different comparisons. Fig. S4 RNA‐seq data in different light regimes. Fig. S5 Gene ontology of overlapping differentially expressed genes between light regime comparisons. Fig. S6 Genes that are differentially methylated at the promoter and are differentially expressed. Fig. S7 Heatmaps of diurnal expression of genes differentially methylated and expressed in square vs fluctuating and high‐ vs low‐light regimes Fig. S8 Correlation between changes in methylation at transposable elements and changes in expression of nearby genes. Fig. S9 Methylation proportion across cytosine contexts in transposable elements found in different chromatin states. Fig. S10 Correlation between differentially methylated transposable elements and expression of genes within 5 kb across light regime comparisons, separated by the chromatin context of the transposable element. Fig. S11 Correlation between differentially methylated transposable elements and gene expression within 5 kb separated by transposable element class for each light regime comparison. Fig. S12 Overlap between differentially methylated regions and differentially expressed genes in met1‐1 mutant and in square light high vs fluctuating light high.

## New Phytologist Supporting Information

Article title: DNA methylation contributes to plant acclimation to naturally fluctuating light

Authors: Robyn A Emmerson, Philip Davey, Mouesanao Kandjoze, Ulrike Bechtold, Nicolae Radu Zabet\*, Tracy Lawson\*

Article acceptance date: 27 August 2025

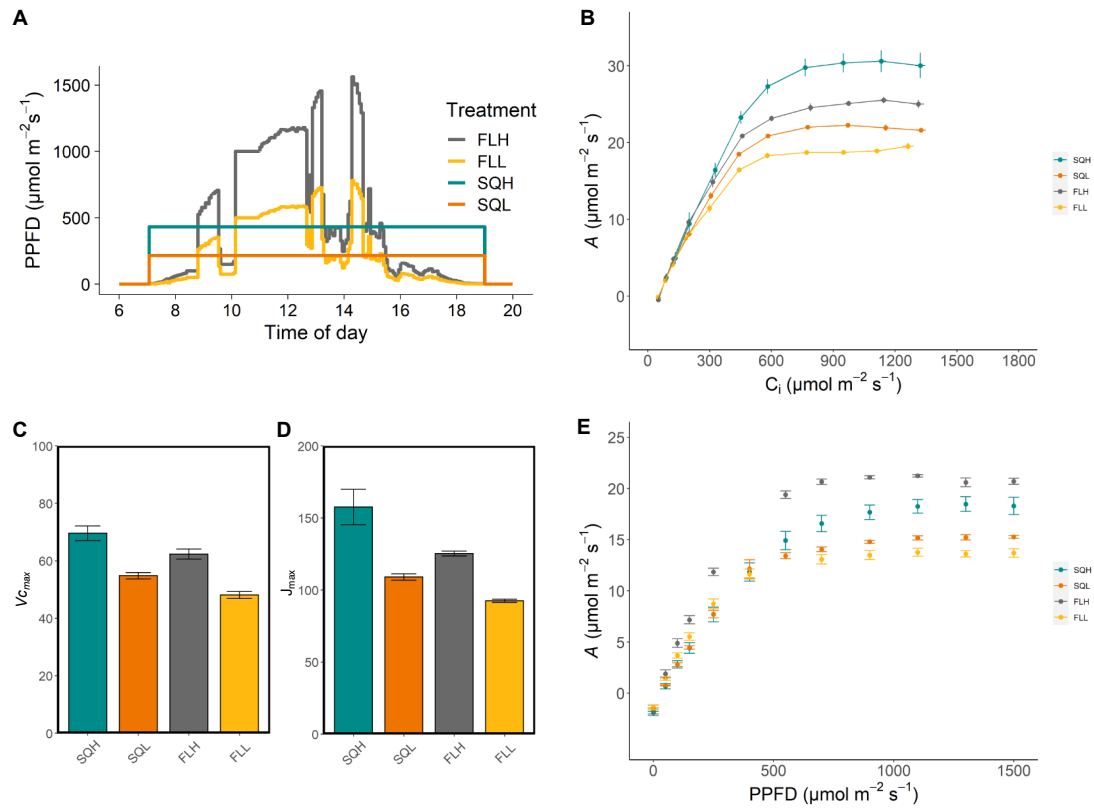

**Figure S1:** Diurnal light regimes utilised in this study alongside physiological assessment. (A) Area of the curves are equal, demonstrating the same average amount of light energy over a 12-hour period in low (square wave, SQL; fluctuating wave, FLL) and high light conditions (square wave, SQH; fluctuating wave, FLH). These calculations were originally performed by (Violet-Chabrand *et al.* 2017) (B) Assimilation as a function of internal  $\text{CO}_2$  concentrations in mature plants acclimated to each of the light regimes. From this, the maximum rate of carboxylation of Rubisco ( $V_{c\text{max}}$ ; C) which was significantly different across regimes, with both high light regimes having a greater rate than under low light, and fluctuating regimes performing worse than their square light counterpart ( $p < 0.05$ ). The maximum electron transport rate for RuBP regeneration ( $J_{\text{max}}$ ; D) was also calculated, which demonstrated a significant decrease in RuBP regeneration in low light acclimated plants compared to high light plants ( $p < 0.05$ ). (E) The effect of changing Photosynthetic Photon Flux Density (PPFD;  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) on photosynthesis in plants grown under the described light regimes. Letters on B and C indicate the results of Tukey post-hoc testing. Data shows the means  $\pm$  SE (N=6 plants)

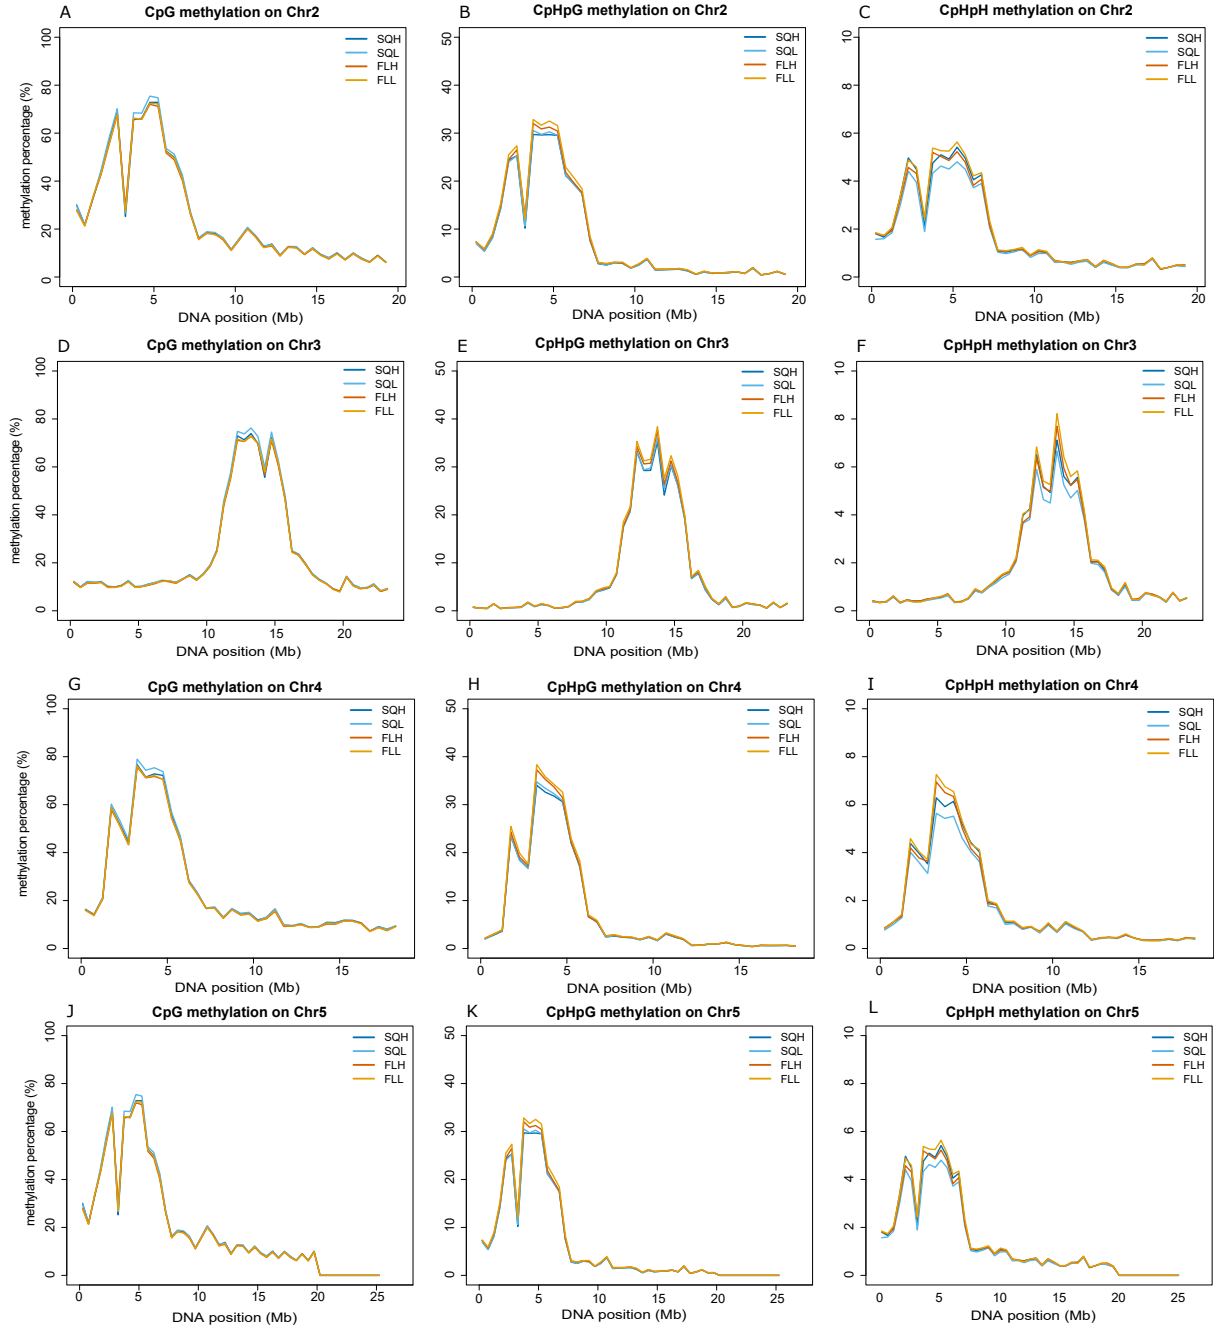

**Figure S2:** *The effects of light regime on DNA methylation.* Low resolution profiles of DNA methylation in the four light conditions. We considered separately CpG, CpHpG and CpHpH methylation patterns and plot methylation data on chromosomes 2 to 5.

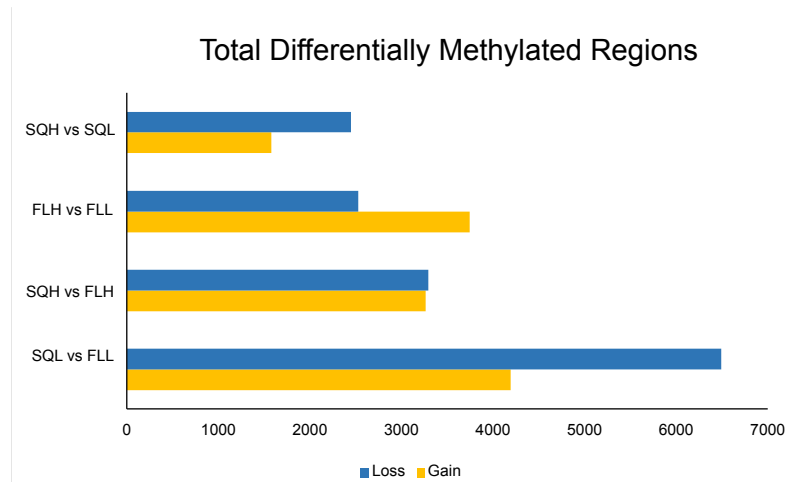

**Figure S3:** *Number of DMRs in different comparisons.* Bar plot represents the number of DMRs that loss (blue) or gained methylation in the second light regime compared to the first one. We considered the comparison of light intensity exposure (SQH vs SQL and FLH vs FLL) and of light frequency (SQH vs FLH and SQL vs FLL). The barplot includes all DMRs in CpG, CpHpG and CpHpH contexts.

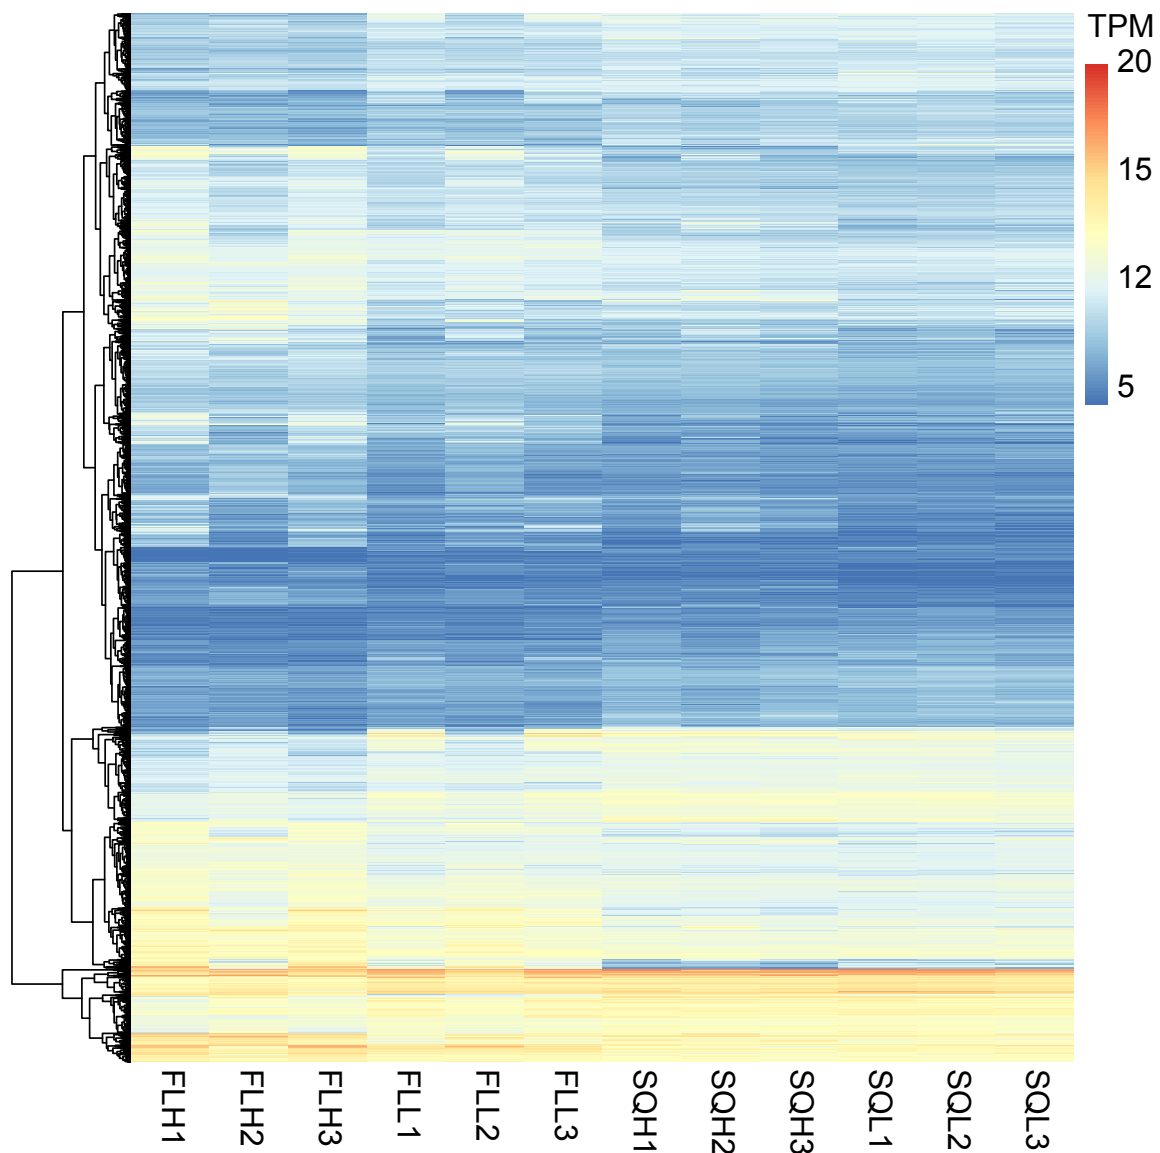

**Figure S4:** *RNA-seq data in different light regimes.* The heatmap shows transcripts per million (TPM) for each gene for each of the three replicates of the four light regimes.

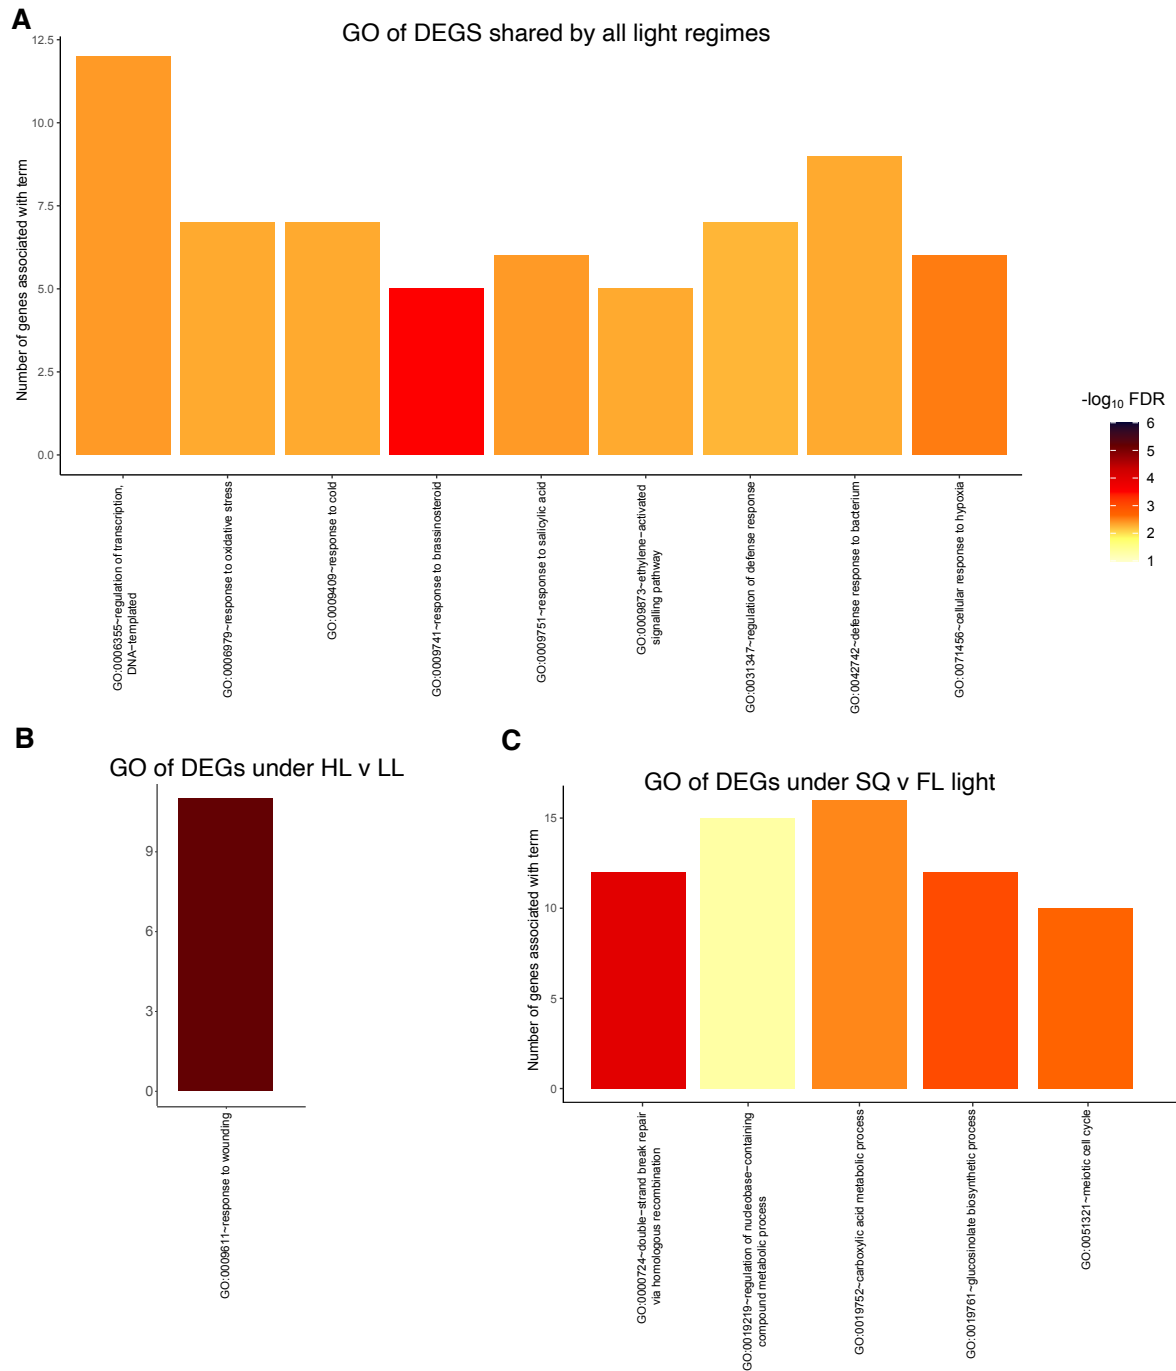

**Figure S5:** Gene ontology of overlapping differentially expressed genes between light regime comparisons. Bar height shows the number of genes associated with the indicated term, while colour indicated the  $-\log_{10}$  of the False Discovery Rate (FDR).

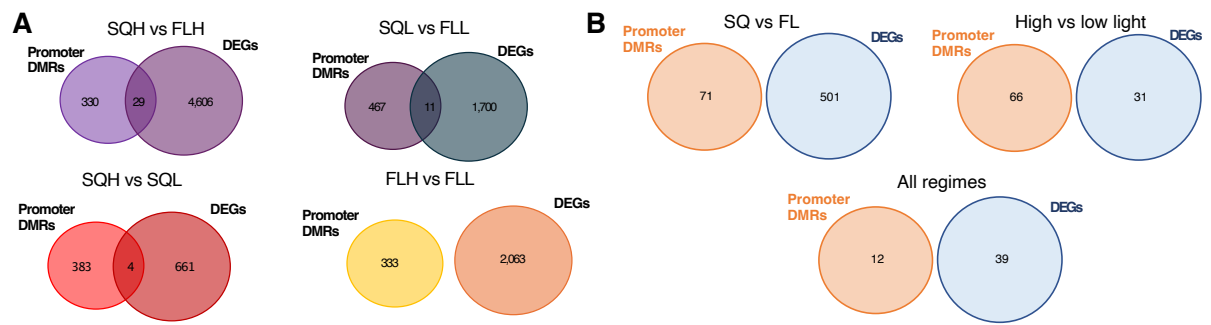

**Figure S6:** Genes that have are differentially methylated at the promoter and are differentially expressed. (A) Venn diagrams of genes that are differentially expressed in one of the four comparisons and also overlap with a DMR (in any context) within the promoter of the gene in the corresponding comparison. (B) Genes that are differentially expressed and overlap with DMRs within the promoter of the gene in the three combined comparisons, namely: (i) fluctuating vs square light, (ii) high vs low intensity and (iii) all comparisons.

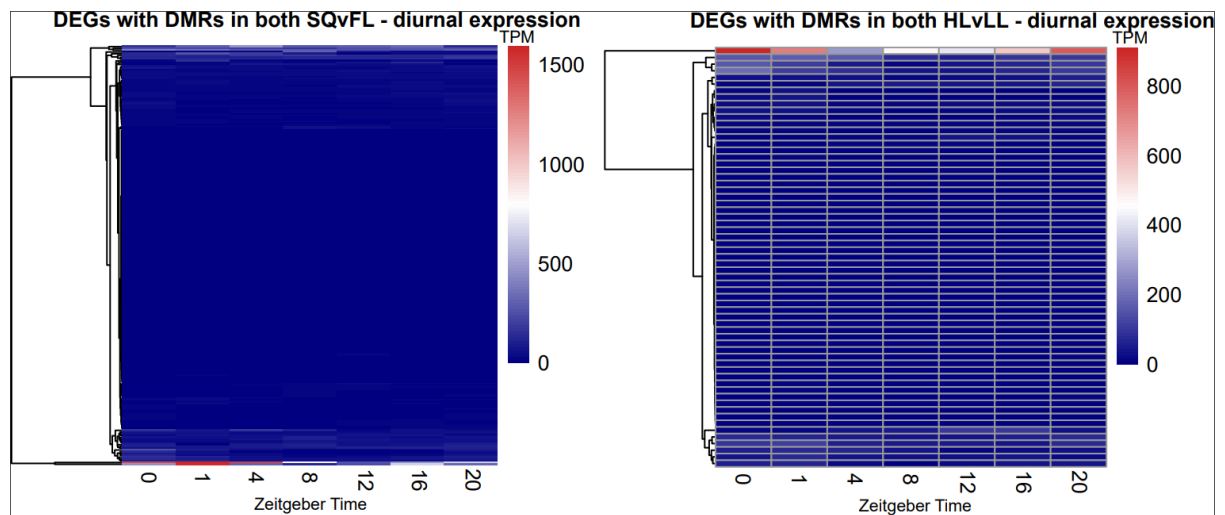

**Figure S7:** Heatmaps of diurnal expression of genes differentially methylated and expressed in square vs fluctuating (SQvFL) and high vs low (HLvLL) light regimes. Genes were overlapped with expression data from Redmond et al. (2025) and plotted over the time course. The heatmap shows transcripts per million (TPM)

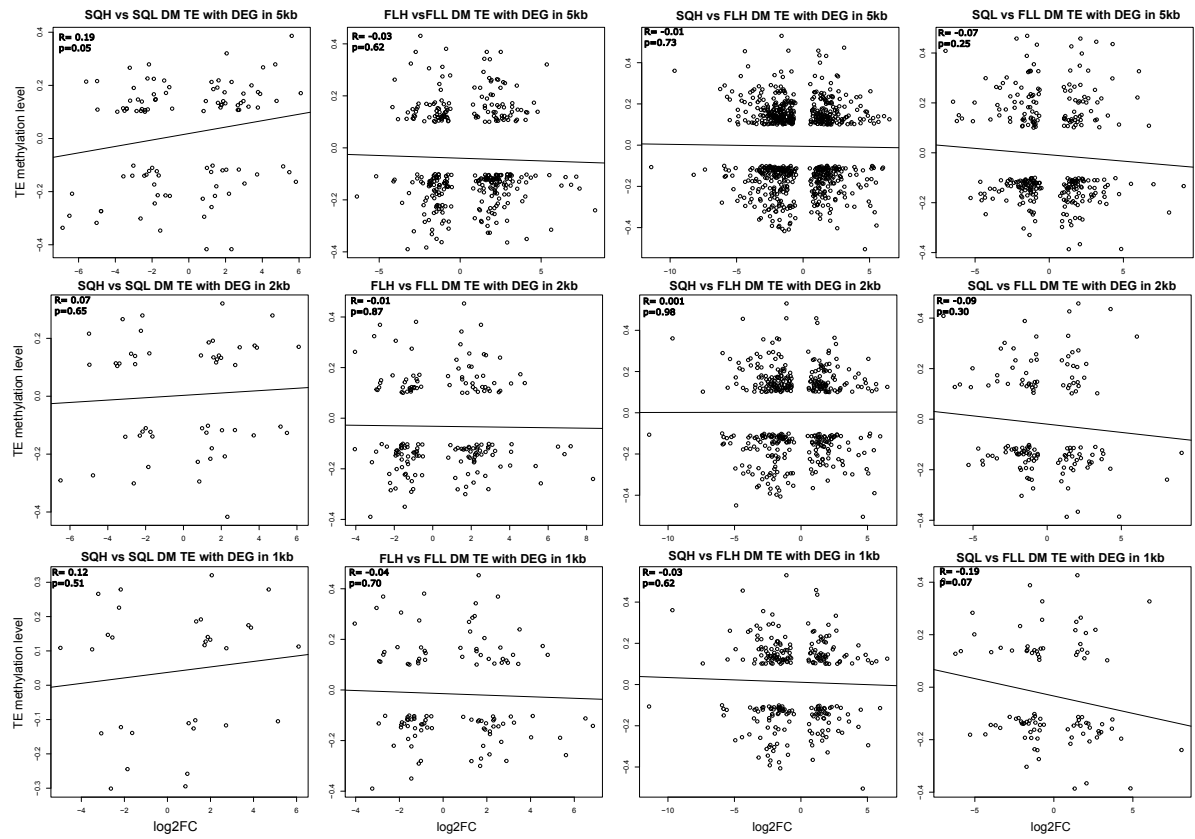

**Figure S8:** The correlation between changes in methylation at transposable elements and changes in expression of nearby genes. We considered separately the case of different distances between the TE element and the gene, namely: 1, 2, or 5 Kb. Only differentially expressed genes were included in this analysis.

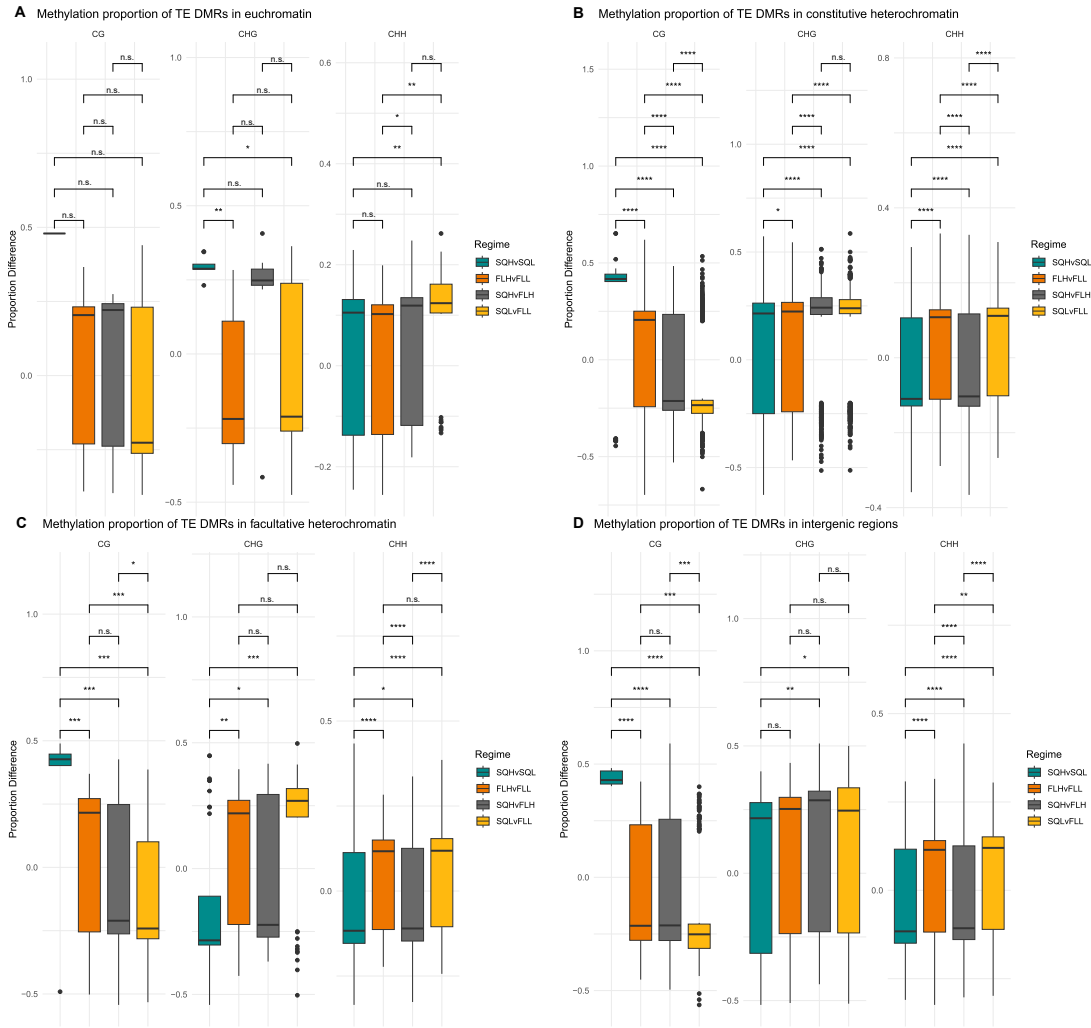

**Figure S9: Methylation proportion across cytosine contexts in transposable elements (TEs) found in different chromatin states.** (A) Euchromatin. (B) Constitutive heterochromatin. (C) Facultative heterochromatin. (D) Intergenic regions. We also performed the Mann–Whitney U test between the different conditions (p-value: n.s.  $\geq 0.05$ , \* p value  $< 0.05$ , \*\*  $< 0.01$  and \*\*\*  $< 0.001$ ).

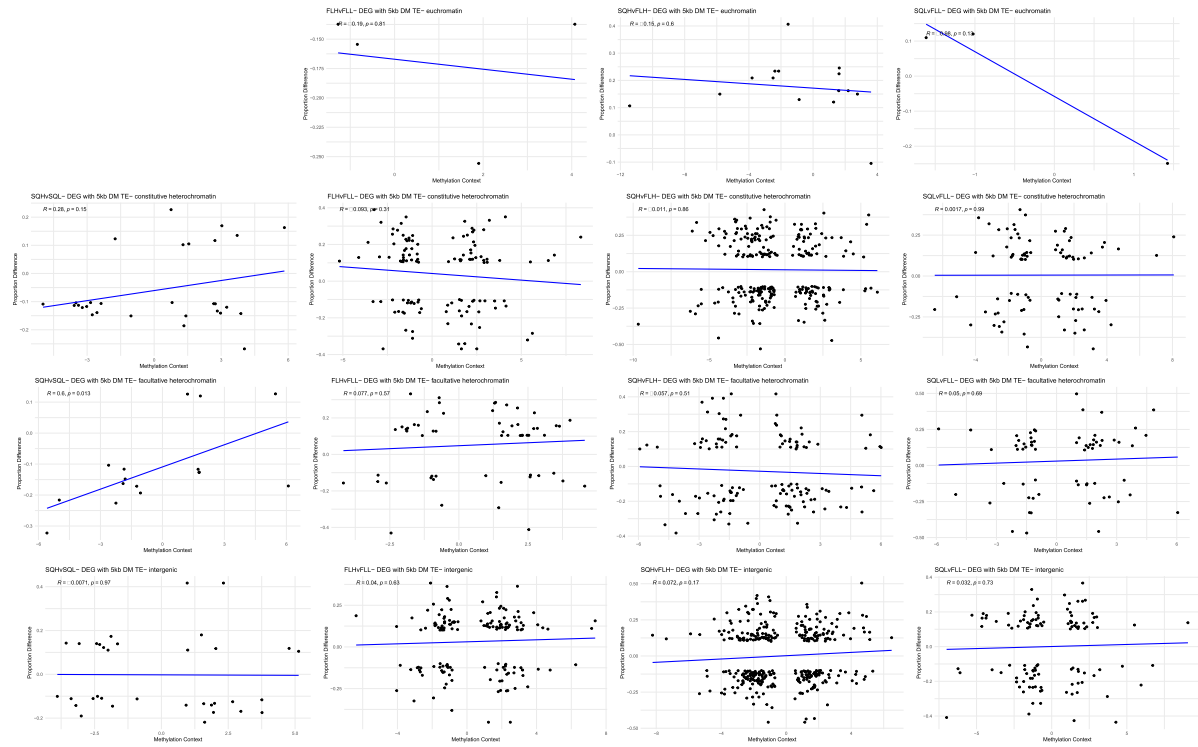

**Figure S10:** Correlation between differentially methylated transposable elements (TE) and expression of genes within 5kb across light regime comparisons, separated by the chromatin context of the TE. Only differentially expressed genes were included in this analysis.

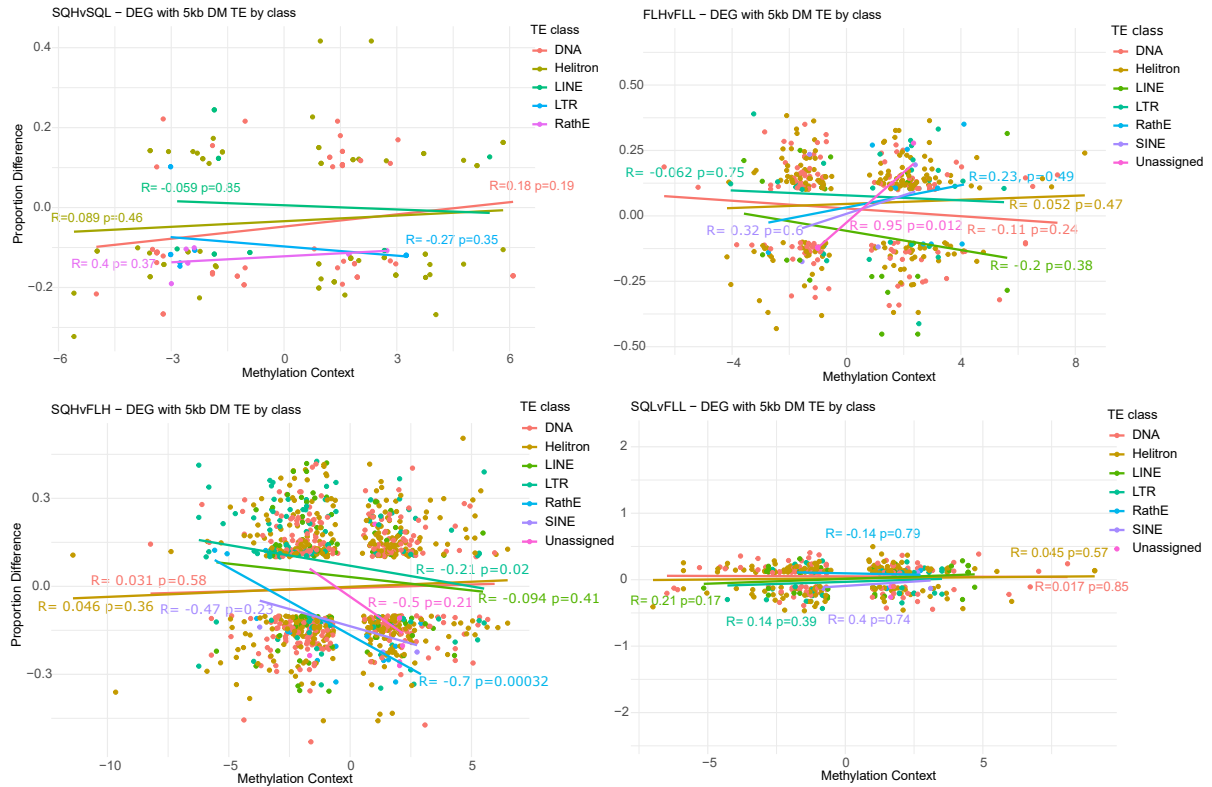

**Figure S11:** Correlation between differentially methylated transposable elements (TEs) and gene expression within 5kb separated by TE class for each light regime comparison. Only differentially expressed genes were included in this analysis.

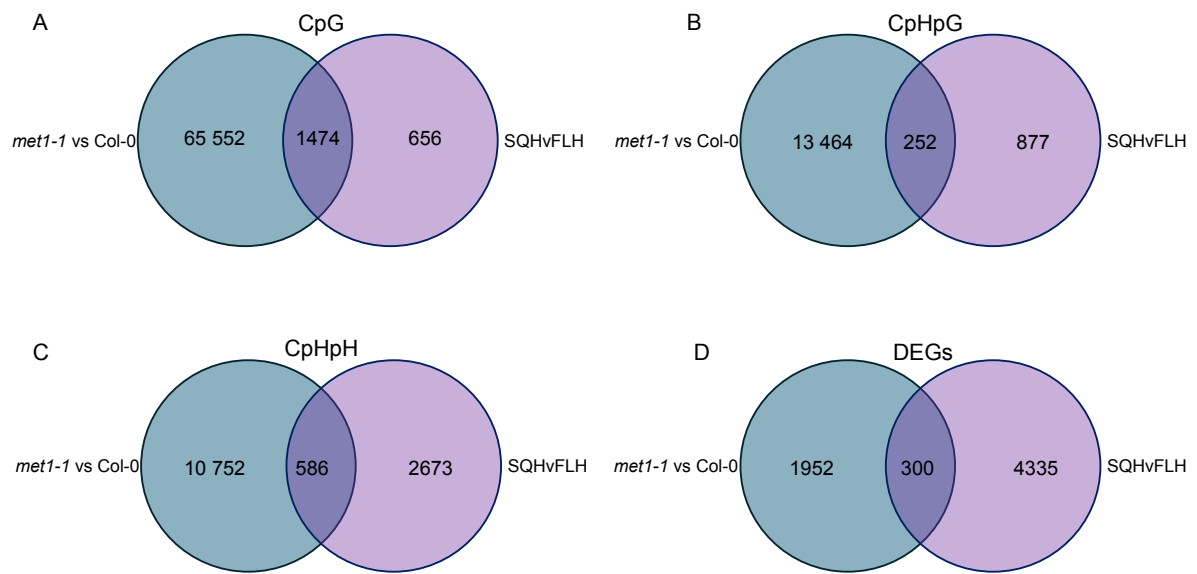

**Figure S12:** *Overlap between DMRs and DEGs in met1-1 mutant and in SQH vs FLH.* (A-C) Venn diagrams showing the overlap between DMRs in *met1-1* vs Col-0 and SQH vs FLH light regimes. We considered the three contexts (CpG, CpHpG and CpHpH) separately. (D) Venn diagram showing the overlap between differentially expressed genes in *met1-1* vs Col-0 and SQH vs FLH light regimes. For the DEGs in *met1-1*, only expression array data was available (Catoni et al., 2017), which could partially explain the lower overlap.

How the deposited data were processed for this re-analysis (not part of the article)

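Whole-genome bisulfite sequencing was done on 1 library per light regime (SQH, SQL, FLH and FLL), each made from DNA pooled from 6 Arabidopsis plants. The authors trimmed the reads, aligned them with Bismark and removed duplicates, and called differentially methylated regions (DMRs) with DMRcaller in 150 bp bins for 4 pairs of regimes, with a threshold of 0.01 on the p-value and minima of 4 cytosines and 4 reads per cytosine. Table S2 of the paper gives between 17085767 (FLH) and 18374724 (FLL) sequences after deduplication, over 3 or 4 sequencing runs per library.

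For each DMR the deposited tables hold counts of methylated and total reads, which the authors summed over the cytosines of the context in each library without normalization. The methylation levels are fractions (proportions) that the authors computed from these counts. The p-value of each region is the one the authors deposited from DMRcaller. In 3 of the tables the deposited p-value equals a score test on the counts with Benjamini-Hochberg adjustment over the listed regions of the context for 95.6% to 99.5% of the CpG and CpHpG regions and 85.0% to 87.9% of the CpHpH regions, and in SQH vs SQL for 2.63% to 5.74%. The other deposited columns used are the number of cytosines, the direction, and the gene, TE locus and TE family names that the authors assigned. Because 2 of the tables have no column for the difference between the proportions, it was recomputed from the read counts in all 4. Only called regions were analysed here, so the depth is that of the DMRs, with a median of 66 to 71 reads per region in CpG and 238 to 294 in CpHpH.

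The paper's text names TAIR10 for the alignment of RNA sequencing reads, and the build of the bisulfite data was checked from the number of cytosines per region, which was that of the TAIR10 sequence in 99.996% of the nuclear regions. The nuclear genome measures 119146348 bp. Where a library enters 2 comparisons, its reads were identical at all regions that both tables list (874 for SQH, 745 for SQL, 1210 for FLH and 1555 for FLL).

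Regions were counted once per chromosome, start, end and context, and a gain is a higher proportion in the second regime of the comparison. The tests were two-sided Fisher's exact tests on reads or on numbers of DMRs, two-sided exact binomial tests on directions, Wilson intervals at 95% for shares, and 1000 random local shifts of 20 to 200 kb for overlaps, with Benjamini-Hochberg adjustment within each family of tests. Bins within 1 kb were joined into clusters for sign tests. The recomputed read-level score test was tested on simulated data, where 43.0% of 200 regions changed by 0.3 were recovered and 0 of 4800 unchanged regions were called. There the reads were independent, and the p-values were adjusted over all 5000 simulated regions and not over called regions only. The simulation therefore gives no rate of false calls for the deposited tables. Reads were summed over neighbouring cytosines and regions lie close together, so neither are independent observations. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

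The tests, the main settings and the alternatives were fixed before the data were examined, except those said to have been chosen after seeing the data. The CpG minimum of 0.4 was among the former, since a published supplementary table already showed it. The alternatives changed what is counted, the CpG minimum difference, the p-value threshold (0.001), the coverage minimum (8 reads per cytosine), the definition of a shared feature, the test of a site and the definition of the pericentromere. The genes and TEs named are every gene, TE locus or TE family that the paper names beside a methylation result, apart from ATIS11A, ATRE2 and a hAT-like TE, which were not analysed here, and, for each comparison and context, the DMR with the largest absolute difference among those with at least 8 reads per cytosine in both regimes.

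The SQH vs SQL table differs from the others in at least 4 ways. It lists regions repeatedly, it has no CpG difference under 0.402, fewer of its regions lack a gene or TE name, and few of its p-values equal the adjusted score test. If its p-values were adjusted over a list in the way of the other tables, the list that places the largest number of them on whole ranks (47.6% to 73.7% by context) would have held 4023 regions, of which 522 (13.0%) are not in the table. The expression data, the mutant and the physiological measurements were not analysed here, and the published chromatin states of TEs were not used here. Supplementary tables that are held only in part were not used for any overlap.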

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

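Among the tests of explanations in this part, those of bisulfite conversion in CpHpG and of independent directions were set before their results were seen. The other tests of explanations were chosen only after the results were seen.

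The share of DMRs that gain methylation differed between the 2 comparisons of light pattern. From SQH vs FLH to SQL vs FLL it fell by 20.0 percentage points in CpG (adjusted p = 4.4e-56) and rose by 4.25 points in CpHpG (adjusted p = 0.0079), 28.6 points in CpHpH (adjusted p = 1.6e-128) and 3.59 points over all contexts (adjusted p = 1.7e-05), by two-sided Fisher's exact tests of the difference with Benjamini-Hochberg adjustment over 8 tests. The 2 comparisons of light intensity differed as well. By the same exact tests, from SQH vs SQL to FLH vs FLL the share of gains fell by 29.0 points in CpG (adjusted p = 7.8e-07) and rose by 8.06 points in CpHpG (adjusted p = 0.0025), 30.8 points in CpHpH (adjusted p = 1.3e-124) and 20.5 points over all contexts (adjusted p = 5.0e-84). Regions are not independent, and each regime has 1 library, so these tests describe the libraries. The differences for light pattern and for light intensity are not separate observations, since both rest on the same 4 libraries. With at least 8 reads per cytosine the difference between the pattern comparisons over all contexts was reversed and fell by 0.984 points (adjusted p = 0.51, same exact test), whereas it was 30.6 points in CpHpH and the CpG share fell by 18.1 points. Over all contexts it was larger at a common CpG minimum of 0.4, with 21.4 points (adjusted p = 3.9e-106), and at a p-value of at most 0.001, with 10.6 points (adjusted p = 3.8e-21, same exact tests). The difference between the intensity comparisons over all contexts was 25.4 and 25.5 points at these 2 settings and 16.8 points at 8 reads per cytosine.

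The paper's Table S2 lists a lower bisulfite conversion for the fluctuating light libraries. The unconverted share is 2.99% in FLH and 2.96% in FLL against 2.07% in SQH and 2.28% in SQL. Such an excess would add gains under fluctuating light. Yet the same table lists CpHpH methylation of only 1.4% in SQH, 1.3% in SQL, 1.5% in FLH and 1.7% in FLL. Unconverted cytosines are read as methylated, so the listed unconverted shares cannot be the levels in these reads. A run with a conversion of 99.74% gave 30.9% of the SQH and 25.1% of the SQL sequences, and 1 SQH run whose listed conversion exceeds 100% was left out of the means. After the listed excess was taken off the levels, a correction chosen after seeing the data, the CpHpG gain share was 78.4% in SQH vs FLH and 82.8% in SQL vs FLL, and so still above 50%. The correction shows only what the listed rates would do, since the true conversion is not known. The CpG share of gains in SQL vs FLL, 22.4%, lies on the side opposite to the one that lower conversion of FLL would give. In CpHpH the corrected shares were 41.3% in SQH vs FLH and 71.7% in SQL vs FLL, so the difference between them was still there.

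Shallow coverage was tested as a source of the CpG losses in SQL vs FLL, and the share of gains was 25.6% among regions with at least 8 reads per cytosine, still far under 50%. An exchange of the SQL and FLL libraries cannot be told apart from a response that differs between light intensities. It would turn round the direction of SQL vs FLL in every context. Of the CpHpG bins called in both pattern comparisons 86.8% changed in the same direction (33 of 38, 72.7 to 94.2, and 4 of 7 at 8 reads per cytosine). This would count against an exchange only if the 2 comparisons respond alike, and the gain shares at these bins alone would give 83.2%. The CpG bins, with 35.3% in the same direction, and the 130 of 145 bins at which SQH and FLL lie on the same side of SQL and FLH are what an exchange could give. A high CpG level of the SQL library over the whole genome is argued against by the paper's Table S2 only as read. There the lowest FLL run (18.8%) lies 0.8 points above the highest SQL run (18.0%), without correction for conversion. The listed non-conversion is 0.68 points higher in FLL than in SQL. That would take up most of the gap, so a high level of the SQL library cannot be ruled out. A high level of that library at the changed regions alone cannot be told apart from an effect of the regime. SQL was higher at 80.3% of the CpG DMRs of SQH vs SQL, which both such a library and a plant response to low square light would give, and there is no replicate library to separate them. The response of methylation to light intensity and pattern remains among the open explanations and is untested.

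The directions at the bins called in both pattern comparisons were mixed. Independent directions with the gain shares of each comparison at these bins would give 52.6% in the same direction in CpG, above the 35.3% observed (28.1 to 43.3). In CpHpG they would give 83.2% and in CpHpH 49.0%, within the intervals of the observed 86.8% and 51.9%. Chance calls in shallow regions would have let the share rise clearly above 50% at 8 reads per cytosine. In CpG it was 25.4% there (16.7 to 36.6), which argues against them. In CpHpH it was 61.1% (50.8 to 70.5, exact sign test by clusters, p = 0.066), so in that context such calls cannot be told apart from directions that do differ. Chance calls spread evenly over the genome would give as many shared bins as local shifts do, and the observed number was 17.2 times higher. The shifts were not limited to bins that could have been called, so chance calls among such bins are not excluded. Regions whose methylation varies between any libraries, for reasons other than light, remain open, and no biological explanation was tested.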

How the results depend on the processing

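Alternatives described as chosen after seeing the data were added later. No cause of a change was tested unless it follows from how the alternative is built. No paired analysis was possible because each regime has 1 library. Counting TE genes of the gene column as TEs was not run, since no table used here says for every locus which they are.

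As reported, DMRs in CpG, CpHpG, CpHpH and all contexts numbered 76, 645, 2780 and 3501 in SQH vs SQL, 2374, 793, 3105 and 6272 in FLH vs FLL, 2130, 1129, 3295 and 6554 in SQH vs FLH, and 3574, 1373, 3532 and 8479 in SQL vs FLL. In the same order there were 914, 2121, 2155 and 2978 genes with a DMR, 2503, 3242, 3414 and 3860 differentially methylated TEs, and 39.2%, 59.7%, 49.8% and 53.4% gains, with 189, 262 and 43 features shared by all, pattern and intensity comparisons.

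Counts of DMRs changed by less than 1.5 times in 76 of 116 alternatives. Of the 36 alternatives of the pattern to intensity ratio, 18 lay within its interval, and 1 crossed 1. Of 76 for the share of gains, 54 lay within the interval. These tallies include alternatives that could not change a result, so they do not measure stability. Counting every line alters only SQH vs SQL, and the CpG minimum alters no CpHpG or CpHpH value. The score test was run at all 38 named sites, but these regions were called by such a test on the same reads, so its result was fixed beforehand and is no check of them.

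Counting every line of the table, which adds only to SQH vs SQL, gave 119 CpG and 1084 CpHpG entries there. The ratio became 1.33 in CpHpG, 0.987 (0.954 to 1.02) in CpHpH, which reverses its direction, and 1.33 over all contexts.

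With at least 8 reads per cytosine, fewer regions are left by construction. In CpG, CpHpG, CpHpH and all contexts there were 21, 197, 521 and 739 DMRs in SQH vs SQL, 1241, 249, 1055 and 2545 in FLH vs FLL, 811, 242, 691 and 1744 in SQH vs FLH, and 2203, 525, 1171 and 3899 in SQL vs FLL. The ratio was 1.72. The share of gains was 42.2% in SQH vs SQL and 48.5% in SQL vs FLL. The difference in gains between the pattern comparisons was 3.23 points in CpHpG, no longer past the threshold, and reversed to -0.984 points over all contexts. That between the intensity comparisons in CpHpG was 9.12 points, no longer past the threshold. The share of DMRs in TEs was 86.6% in SQH vs SQL, 55.7% in FLH vs FLL, 54.2% in SQH vs FLH and 51.1% in SQL vs FLL, and in the same order there were 603, 1301, 889 and 1792 differentially methylated TEs, and 205, 911, 656 and 1664 genes with a DMR. Shared features numbered 9 in all comparisons, 73 for pattern and 7 for intensity. The share of bins with the same direction was 45.8% for pattern, on the other side of 50% with an interval that includes it (38.5 to 53.4), and 38.8% for intensity, no longer past the threshold. The cause was not tested.

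With a p-value of at most 0.001, SQH vs SQL had 271 CpHpG DMRs and 2279 in all. In CpG, CpHpG and all contexts there were 1012, 310 and 3547 in FLH vs FLL, 860, 429 and 3582 in SQH vs FLH, and 1540, 435 and 4639 in SQL vs FLL. The ratio was 1.49 in CpHpG and 1.41 over all contexts. The share of gains was 37.2% in SQH vs SQL, 62.7% in FLH vs FLL, 47.8% in SQH vs FLH and 58.4% in SQL vs FLL. The difference in CpHpG gains was reversed to -0.231 points between the pattern comparisons, and was 7.5 points between the intensity comparisons, no longer past the threshold. The last 3 comparisons in this order had 68.9%, 70.2% and 65.9% of their DMRs in TEs, 2073, 2140 and 2479 differentially methylated TEs, and 1139, 1117 and 1553 genes with a DMR. There were 62 features in all comparisons and 124 for pattern. The same direction in the intensity comparisons was at 43.5%, no longer past the threshold. The cause was not tested.

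At a common CpG minimum of 0.4, FLH vs FLL had 77 CpG DMRs and 3975 in all, SQH vs FLH 94 CpG DMRs, and SQL vs FLL 137 CpG DMRs and 5042 in all, since smaller CpG differences are left out. The ratio was 1.51 in CpG and 1.28 over all contexts. For FLH vs FLL, SQH vs FLH and SQL vs FLL the share of gains was 64.7%, 53.2% and 74.6%, the share in TEs 76.8%, 76.3% and 75.8%, and the number of genes with a DMR 984, 1150 and 1265. Pattern features numbered 113.

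The next settings were chosen after seeing the data. With that minimum and a gene or TE name required, FLH vs FLL had 60 CpG DMRs and 3329 in all, SQH vs FLH 77 and 3756, and SQL vs FLL 98 and 4175. The ratio was 1.3 in CpG, 1.07 in CpHpH and 1.19 in all contexts, and the share in TEs 93.3% in SQH vs SQL and 91.7%, 91.8% and 91.6% in the other comparisons. With a gene or TE name alone the ratio was 1.07 in CpHpH and 1.46 in all, and with the list size of SQH vs SQL implied by its p-values 1.08 and 1.46. That size with the CpG minimum gave 1.38 in CpG, 1.08 in CpHpH and 1.2 in all. With 1 observation per read, 2, 7, 1 and 14 DMRs of SQH vs SQL, FLH vs FLL, SQH vs FLH and SQL vs FLL had a p under 0.01. So few observations per region mostly fixed these numbers beforehand.

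Shared features in all comparisons, for pattern and for intensity numbered 745, 567 and 165 with the TE column added, 5, 146 and 2 in CpG alone, 19, 83 and 20 in CpHpG alone, and 1, 45 and 9 with overlap and the same direction. The 1 in all comparisons was nearly fixed beforehand, because some comparisons share a library with opposite sign. In CpHpH alone there were 81 in all comparisons and 52 for pattern.

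With the stricter pericentromere, the CpHpH share was 7.12%, 8.21%, 7.71% and 8.15% in SQH vs SQL, FLH vs FLL, SQH vs FLH and SQL vs FLL, under the 8.81% of the genome and so reversed, and the share of all DMRs 13.1%, 19.0%, 19.6% and 18.4%. The windows are smaller by construction.

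Among results by context that are not listed above, the share of gains moved in 13 cases and was within its interval in 47. Some of the latter could not be altered by the alternative. The same direction was unchanged in 15, weaker in 7 and stronger in 1. The Gypsy share moved in 3 of 4 comparisons at the common CpG minimum, a setting chosen for it after seeing the data. The median depth of 6.88 to 9.75 reads per cytosine leaves wide intervals at single regions and limits statements on single sites.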

Differences from the paper's values

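No setting chosen only after the results were seen is used in this part. A gap counts as closed when the value comes within 1.5 times of the paper's, which need not be a match. The lowest number of CpG DMRs among the comparisons was 76, and the paper's value is 119. Among the alternatives set before the data were examined, counting every line of the table gave 119. The common CpG minimum of 0.4 gave 76, covered bins 77, a p-value of at most 0.001 gave 61 and 8 reads per cytosine 21, and these did not close the gap.

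The features found in all 4 comparisons numbered 189, and the paper's value is 122. The common CpG minimum of 0.4 gave 133, within 1.5 times of it. The gene and TE columns joined gave 745, CpHpH alone 81, a p-value of at most 0.001 gave 62, CpHpG alone 19, 8 reads per cytosine 9, CpG alone 5, and overlap with the same direction 1. None of these closed the gap, and the last was nearly fixed beforehand by comparisons that share a library with opposite sign.

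Features found only in both pattern comparisons numbered 262, and the paper's value is 170. CpG alone gave 146 and a p-value of at most 0.001 gave 124, both within 1.5 times of it, though under it. The gene and TE columns joined gave 567, the CpG minimum of 0.4 gave 113, CpHpG alone 83, 8 reads per cytosine 73, CpHpH alone 52 and overlap with the same direction 45, which did not close the gap.

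Of the features found in all 4 comparisons, 168 had a DMR in a TE, and the paper's number of TEs among them is 90. Of the 122 loci in the paper's Table S5 alone, 105 had such a DMR. CpHpH alone gave 71 and the CpG minimum of 0.4 gave 122, both within 1.5 times of the paper's value. A p-value of at most 0.001 gave 56, CpHpG alone 19, 8 reads per cytosine 7 and CpG alone 0, which did not close the gap.

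Features found only in SQH vs FLH numbered 779, and the paper's value is about 380 in Fig. 2e, read by eye. CpHpG alone (294), the CpG minimum of 0.4 (354), 8 reads per cytosine (382) and a p-value of at most 0.001 (495) came within 1.5 times of it. At the CpG minimum of 0.4, however, those found only in SQL vs FLL fell to 462 (about 1000 in the paper, 1416 as reported) and in FLH vs FLL to 258 (about 730, 621 as reported). FLH vs FLL also fell to 478 at a p-value of at most 0.001, 456 at 8 reads per cytosine and 159 in CpHpG alone. SQL vs FLL fell to 388 in CpHpG alone, and SQH vs SQL to 99 at 8 reads per cytosine (about 210, 168 as reported). Under these settings the remaining values stayed within 1.5 times of the paper's. CpHpH alone (167), CpG alone (711) and the gene and TE columns joined (1670) did not close the gap.

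Genes with a DMR in FLH vs FLL numbered 2121, and the paper's value is about 930 in Fig. 3d, read by eye. Every alternative set before the data were examined came within 1.5 times of it, with 984 at the CpG minimum of 0.4, 1139 at a p-value of at most 0.001 and 911 at 8 reads per cytosine. The same settings moved comparisons that had been within 1.5 times of the paper. In this order, SQH vs FLH (2155, about 2200 in the paper) had 1150, 1117 and 656, SQL vs FLL (2978, about 2600) had 1265, 1553 and 1664, and SQH vs SQL (914, about 670) had 914, 597 and 205, of which only 914 and 597 stayed within it.

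DMRs with a loss in SQL vs FLL numbered 3953, and the paper's value is about 6500 in Fig. S3, read by eye. None of the alternatives set before the data were examined closed the gap, with 3953 when every line was counted, 2008 at 8 reads per cytosine, 1932 at a p-value of at most 0.001 and 1281 at the CpG minimum of 0.4. In the paper's figure losses exceed gains in this comparison, whereas here gains (4526) exceed losses.

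The paper places the DMRs of MCCA in introns at a position that both light intensities share. Here the SQH vs FLH bin from 743701 and the SQL vs FLL bin from 742351 are different bins, with a loss in the former and a gain in the latter, and the former has 98 of its 150 bp in an intron. The paper states that DMRs were enriched at TEs only, whereas with gene annotation classes that hold no TE class, intergenic sequence had a log2 of observed over expected of 0.47 to 1.22 over the comparisons and contexts when the DMRs in TEs were included. The background keeps the bins in TEs, so the DMRs outside TEs were not set against it, and these values do not separate intergenic sequence from the TEs in it.

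The ends of the ranges that the paper gives for CpHpG and CpHpH DMRs are reached when every line of the tables is counted, and are then at the low end those of FLH vs FLL and at the high end of CpHpH that of SQH vs SQL. With each region counted once, SQH vs SQL had the fewest CpHpG DMRs (645) and the fewest CpHpH DMRs (2780), and SQL vs FLL the most CpHpH DMRs (3532). The paper has Gypsy TEs enriched in every comparison but SQH vs FLH, and Copia TEs enriched between SQ and FL regimes only. Here shares of the TE DMRs were computed, which are not enrichments. Gypsy had its lowest share in SQH vs SQL (9.44%) and 15.1% in SQH vs FLH. The share with the label COPIA ran from 1.68% to 2.15%, with no pair of comparisons that differed. Labels were carried over from FLH vs FLL by family name and covered only 49.0% to 50.7% of the TE DMRs. By the word COPIA in the family name the share was 5.26% and 5.61% between intensities (SQH vs SQL and FLH vs FLL) and 6.37% and 6.5% between SQ and FL (SQH vs FLH and SQL vs FLL), with overlapping intervals and no test.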

Other observations

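The tests of the alternating bins and of the share of DMRs in TEs with both table differences taken off were set before their results were seen, and the other tests of this part were chosen only after the results were seen.

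The small number of CpG DMRs in SQH vs SQL may come from the table and not from the plants. At a common CpG minimum of 0.4, FLH vs FLL had 77 CpG DMRs and SQH vs SQL 76. The same table differences were tested as sources of the larger number of DMRs between light patterns than between light intensities. The ratio of pattern to intensity was 1.28 at a common CpG minimum of 0.4, 1.46 over regions with a gene or TE name and 1.19 (95% interval 1.15 to 1.23) with both, so they lower the ratio from 1.54 without bringing it to 1. Shallow coverage cannot be told apart from an effect of the light pattern by the ratio of 1.72 at 8 reads per cytosine. That minimum kept 3899 of 8479 DMRs in SQL vs FLL, the 2 libraries with the deepest CpG DMRs, but 1744 of 6554 in SQH vs FLH, fewer than the 2545 of FLH vs FLL. With both table differences taken off, the other 2 pairings of the comparisons gave 1.06 and 1.06, whereas at 8 reads per cytosine the comparisons with FLL had 2.60 times the DMRs of those with SQH. Single libraries that stand apart therefore cannot be told apart from an effect of the light pattern, because each regime has 1 library and depth also differs between them.

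The higher share of DMRs in TEs in SQH vs SQL (89.0%) was not reached by the other comparisons at a common CpG minimum of 0.4, where the highest was 76.8%. With a gene or TE name required as well, SQH vs SQL had 93.3% and the lowest of the others 91.6%, so the 2 table differences together are a candidate explanation of that share. The CpG minimum lowered the gap between the Gypsy share of SQH vs SQL (9.44%, 8.46 to 10.5) and those of the others. At 0.4, SQL vs FLL was at 12.4% (11.4 to 13.5, two-sided Fisher's exact test, p = 3.0e-04 after Benjamini-Hochberg adjustment over 3 tests), so the minimum alone does not account for that gap. For FLH vs FLL with 10.8% (9.76 to 12.0, adjusted p = 0.076) and SQH vs FLH with 11.1% (10.1 to 12.2, adjusted p = 0.042 from the same exact tests), whose intervals overlap that of SQH vs SQL, the minimum cannot be told apart from other sources. A rule set earlier asked only for shares above the interval of SQH vs SQL, which all 3 are, but the tests were chosen after the shares were seen, and the need for separate intervals after the p-values were seen. By the p-values alone, SQH vs FLH would also be past 0.05.

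At 130 of the 145 bins called in all 4 comparisons (89.7%, 83.6 to 93.6), SQH and FLL were both higher or both lower than SQL and FLH. Independent levels in 4 libraries that pass every threshold would alternate in 72.5% of bins if their SD equals the threshold, in 94.7% if it is 0.5 times and in 52.3% if it is 2 times the threshold, so the arithmetic of comparisons that close a circle may produce the pattern and cannot be told apart from another source while the spread between libraries is unknown. Of the alternating bins, 98 were higher in SQH and FLL and 32 lower (two-sided exact binomial test, p = 5.6e-09). No explanation of this side was tested.

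Bins called in 2 contexts of the same comparison changed in the same direction in most cases. For CpHpG and CpHpH these were 47 of 47 bins in SQH vs SQL, 60 of 60 in FLH vs FLL, 110 of 112 in SQH vs FLH and 148 of 149 in SQL vs FLL. For CpG and CpHpH they were 46 of 52 in SQL vs FLL (88.5%, 77.0 to 94.6), the lowest share among pairs of contexts with at least 37 bins.

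Genes that the paper names among differentially methylated DEGs with diurnal expression had CpG DMRs in these tables. AT3G56940 (CRD1) had the same bin in SQH vs FLH (39.8% to 16.4%, two-sided Fisher's exact test, p = 0.0023) and SQL vs FLL (40.7% to 18.2%, exact test, p = 0.0056), on chromosome 3 from 21077651 to 21077800, with 100 bp in exon 3 and 50 bp in an intron. AT4G26850 (VTC2) had a bin in exon 7 in SQH vs FLH (42.2% to 17.7%, exact test, p = 0.0016). AT2G10940 had different bins in SQH vs FLH (43.3% to 21.7%, exact test, p = 6.0e-04) and FLH vs FLL (38.7% to 17.3%, exact test, p = 0.0039).

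Among DMRs with at least 8 reads per cytosine, the largest CpG difference was at AT3G58730 in 3 comparisons, and in FLH vs FLL at the TE AT4TE22905 (84.2% to 14.4%), on chromosome 4 from 5467901 to 5468050. The largest CpHpG differences were losses in all 4 comparisons, at AT5G43285 in SQH vs SQL (66.7% to 12.5%), AT1TE93275 in FLH vs FLL (72.7% to 28.6%), AT3TE62245 in SQH vs FLH (48.5% to 3.12%) and AT3G47875 in SQL vs FLL (68.8% to 21.2%). The largest CpHpH differences were a loss at AT1TE40010 in SQH vs SQL (73.6% to 40.5%) and gains at AT1TE64310 in SQH vs FLH (5.74% to 37.8%) and at bins on chromosome 5 from 23592755, 155 bp upstream of AT5G58370, in FLH vs FLL (23.0% to 54.3%) and on chromosome 2 from 19143701, in intergenic sequence, in SQL vs FLL (25.6% to 62.7%). They are the extremes of 3501 to 8479 regions per comparison in single libraries.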
